# The Gag protein PEG10 binds to RNA and regulates trophoblast stem cell lineage specification

**DOI:** 10.1371/journal.pone.0214110

**Published:** 2019-04-05

**Authors:** Mona Abed, Erik Verschueren, Hanna Budayeva, Peter Liu, Donald S. Kirkpatrick, Rohit Reja, Sarah K. Kummerfeld, Joshua D. Webster, Sarah Gierke, Mike Reichelt, Keith R. Anderson, Robert J. Newman, Merone Roose-Girma, Zora Modrusan, Hazal Pektas, Emin Maltepe, Kim Newton, Vishva M. Dixit

## Abstract

*Peg10* (paternally expressed gene 10) is an imprinted gene that is essential for placental development. It is thought to derive from a Ty3-gyspy LTR (long terminal repeat) retrotransposon and retains Gag and Pol-like domains. Here we show that the Gag domain of PEG10 can promote vesicle budding similar to the HIV p24 Gag protein. Expressed in a subset of mouse endocrine organs in addition to the placenta, PEG10 was identified as a substrate of the deubiquitinating enzyme USP9X. Consistent with PEG10 having a critical role in placental development, PEG10-deficient trophoblast stem cells (TSCs) exhibited impaired differentiation into placental lineages. PEG10 expressed in wild-type, differentiating TSCs was bound to many cellular RNAs including *Hbegf* (Heparin-binding EGF-like growth factor), which is known to play an important role in placentation. Expression of *Hbegf* was reduced in PEG10-deficient TSCs suggesting that PEG10 might bind to and stabilize RNAs that are critical for normal placental development.

## Introduction

Transposable elements (TEs) are one of the biggest threats to the integrity of prokaryotic and eukaryotic genomes because their insertion into coding or regulatory regions could disrupt essential genes [1–3]. Therefore, TEs are often inactivated through mutagenesis [4] or silenced through methylation [5]. Some TEs, however, have been repurposed during evolution for the benefit of the host in a process termed domestication [6], and have important roles in development and immunity [7–10].

*Peg10* is a domesticated TE that is expressed in eutherian mammals [8, 11]. It has lost the ability to transpose, but retains the retroviral characteristic of frameshifting (FS) that allows the translation of two overlapping reading frames from the same transcript [12]. Thus, *Peg10* encodes PEG10-RF1 corresponding to the structural Gag-like protein, as well as PEG10-RF1/2 representing a fusion of the Gag and Pol domains [12]. *Peg10*-deficient mouse embryos are not viable because *Peg10* is required for formation of the labyrinth and spongiotrophoblast layers of the placenta [13]. Precisely how the PEG10 proteins exert this function is unclear. Whether *PEG10*, which is also expressed in the human testis and ovary [14], has functions outside of the placenta is likewise unclear. Interestingly, *PEG10* is aberrantly expressed in some human tumors including hepatocellular carcinomas [14] and neuroendocrine prostate cancers [15].

Here we study the role of PEG10 in mouse embryonic stem cells (ESCs) and trophoblast stem cells (TSCs) after identifying it as a substrate of the deubiquitinating enzyme USP9X. Expressed in several stem cell populations [16–18] as well as in differentiated cell types, USP9X is essential for mouse development [19]. Diverse substrates of USP9X have been reported, including the pro-survival protein MCL-1 [20], the kinase ZAP70 [21], and the E3 ubiquitin ligases SMURF1 [22] and FBW7 [23], but it is unclear if these are critical substrates of USP9X in ESCs and TSCs.

## Materials and methods

### ESCs and TSCs

The Genentech institutional animal care and use committee approved all mouse protocols. *Usp9x*^*fl/y*^ *Rosa26*^*+/CreERT2*^ ESCs were derived from blastocysts after crossing *Rosa26*^*CreERT2*^ [24] and *Usp9x*^*fl*^ [19] mice. Blastocysts were cultured on irradiated mouse embryo fibroblasts (PMEF-N, Millipore Sigma) in ESGRO-2i medium (Millipore Sigma SF016-100) for 13 days to produce ESCs. The cells were subsequently maintained on PMEF-N cells in KNOCK-OUT medium (Invitrogen) supplemented with 1000 U LIF (EMD Millipore), 15% fetal bovine serum (GE Health), 1× non-essential amino acids (Gibco), 2 mM L-glutamine (Gibco), and 50 μM 2-mercaptoethanol (EMD Millipore). A 3xFLAG sequence was inserted after the initiator ATG in *Peg10* by homologous recombination. *Usp9x*^*3xf/y*^ and *Usp9x*^*C1566A/y*^ ESCs were generated by Taconic (Germany) using C57BL/6 NTac ESCs. In brief, a 3xFLAG sequence was inserted after the initiator ATG in *Usp9x* exon 2 (*Usp9x*^*3xf/y*^ ESCs) or the TGT codon encoding Cys1566 in *Usp9x* exon 31 was changed to GCC (*Usp9x*^*C1566A/y*^ ESCs).

TSCs were prepared as described [25] and cultured on plates pre-treated with CellStart substrate (A1014201, Thermo Fisher) for 2 h at 37°C. TSC culture medium was RPMI1670 containing 20% FBS, 1 mM sodium pyruvate, 2 mM L-glutamine, 50 μg/mL penicillin/streptomycin, 100 μM 2-mercaptoethanol, 0.1 mM FGF4 (F2278, Sigma), and 1 μg/mL Heparin (H3149, Sigma). For TSC differentiation, cells were split to a 30% density without CellStart, FGF4 or heparin, and cultured at 20% or 2% oxygen for 5–10 days while changing media every other day. For TSC transfection, cells were plated at 20% density on CellStart with FGF4 and Heparin, and then transfected the day after using Effectene transfection reagent (301425, Qiagen).

PEG10-deficient ESCs and TSCs were generated using a two cut CRISPR strategy. Cells were co-transfected with pRK-Cas9 [26], *Peg10* 5’ sgRNA (CTC TCA CCG CAG CCA TGG C) and 3’ sgRNA (GCA TCA TCC TGC AGT GCT G). sgRNAs were expressed from U6 promoters on individual plasmids.

### Antibodies

Antibodies recognized GAPDH (G9545, Sigma), PEG10 (Genentech monoclonal antibodies were raised against mouse PEG10 residues A2-V377; rat clone 17D4D6C2 was used for western blotting and immunofluorescence, mouse clone 36E2B2B4 was used for immunoprecipitations, and rat clone 5H7B1E3 was used for immuno-gold electron microscopy), USP9X (5679, Genentech), Syntaxin 8 (12206-1-AP, Proteintech), VTI1B (ab184170 Abcam), ABCD3 (ab3421, Abcam), ERK (9102, Cell Signaling), phospho-ERK (9101, Cell Signaling), MEK (4694, Cell Signaling), phospho-MEK (9154, Cell Signaling), p70 S6 Kinase (2708, Cell Signaling), phospho-p70 S6 Kinase (9234, Cell Signaling), Akt (4691, Cell Signaling), phospho-Akt (4060, Cell Signaling), FLAG (A8592, Sigma), HIV1 p24 (ab9071 Abcam), Sall4 (sc-101147, Santa Cruz Biotechnology), and TSG101 (GTX70255, GeneTex).

### Immunoprecipitation and fractionation

Cells were dounced in 10 mM Tris pH 7.4, 7.5 mM KCl, 1.5 mM MgCl_2_, 5 mM 2-mercaptoethanol, plus complete protease inhibitor and PhosSTOP phosphatase inhibitor cocktails (Roche). Insoluble material was removed by centrifugation. The soluble material was adjusted to 20 mM Tris pH 7.4, 135 mM KCl, 1.5 mM MgCl_2_, 2 mM EDTA, 2% Triton, and 20% glycerol before immunoprecipitation of PEG10 or USP9X. Immunoprecipitations with anti-FLAG M2 beads (Sigma) were eluted with FLAG or 3xFLAG peptide as appropriate. Cell lysates were fractionated with NE-PER Nuclear and Cytoplasmic Extraction Reagent (78833, Thermo Scientific).

### Affinity purification mass spectrometry experiments

Protein bands were excised into 10 gel pieces from top to bottom for each pulldown. The pieces were further de-stained in 50 mM NH_4_HCO_3_/50% acetonitrile (ACN), dehydrated in 100% ACN, and re-hydrated in 10 ng/μL trypsin on ice for 20 min. After removing the excess trypsin solution, digestion was performed at 37°C overnight in 25 mM NH_4_HCO_3_. Peptides were extracted in 1% formic acid (FA)/50% ACN, then 100% ACN, and dried in a SpeedVac. After reconstitution in solvent A (2% ACN/0.1% FA), peptides underwent reverse phase chromatography on a NanoAcquity UPLC system (Waters). Peptides were loaded onto a Symmetry C18 column (1.7 mm BEH-130, 0.1 x 100 mm) with a flow rate of 1 μL/min and a gradient of 2% to 25% Solvent B (0.1% FA/2% water/ACN). Peptides were eluted directly into an Advance CaptiveSpray ionization source (Michrom BioResources/Bruker) with a spray voltage of 1.2 kV, and analyzed using an LTQ Orbitrap Elite mass spectrometer (ThermoFisher). Precursor ions were analyzed in the FTMS at 60,000 resolution; MS/MS data was acquired in the LTQ with the instrument operated in data-dependent mode, whereby the top 15 most abundant ions were subjected to fragmentation.

MS/MS spectra were searched using the Mascot algorithm (Matrix Sciences) against a concatenated target-decoy database comprised of the UniProt Mus musculus protein sequences (downloaded June 2016), known contaminants, and the reversed versions of each sequence. A 50 ppm precursor ion mass tolerance and 0.8 Da fragment ion tolerant were selected with tryptic specificity up to 3 missed cleavages. Fixed modifications were allowed for carbamidomethylated cysteine residues (+57.0215 Da) and variable modifications were permitted for methionine oxidation (+15.9949 Da). Peptide assignments were first filtered to a 1% False Discovery Rate (FDR) at the peptide level and subsequently to a 2% FDR at the protein level. Peptide Spectral Matches (PSMs) per protein were summed across all fractions from the GelC-MS experiment for each IP separately. SAINTExpress-spc v.3.6.1 [27] was run with default settings, comparing the sum of PSMs for all identified proteins enriched with the IP antibody to their negative controls, for each AP-MS experiment separately. Interactions with a SAINT score > 0.9, Bayesian False Discovery Rate (BFDR) < 0.05, and average sum PSM count > 10 were marked.

### Ubiquitin substrate profiling

ESC lysate (40 mg) was prepared under denaturing conditions, reduced and alkylated, diluted 4-fold, and then subjected to overnight trypsin digestion. Peptides were acidified with trifluoroacetic acid (TFA), desalted by solid-phase extraction, and lyophilized for 48 h. Dry peptides were resuspended in 1x IAP buffer (Cell Signaling Technologies), clarified by centrifugation, then incubated with anti-KGG coupled resin (Cell Signaling Technologies) for 2 h at 4°C. Beads were washed twice with IAP buffer, four times with water, and eluted twice using 0.15% TFA. Peptide eluates were desalted using STAGE-Tips and analyzed using an Orbitrap-Elite mass spectrometer as described previously [28]. Peptide spectral matching was performed using semi-tryptic specificity and ±25 ppm mass precursor tolerance using Mascot (Matrix Science). A target-decoy database comprised mouse proteins (UniProt ver. 2011_12) and common contaminants. Oxidized methionine (+15.9949) and K-GG (+114.0429) were considered as variable modifications, carbamidomethyl cysteine (+57.0214) as a fixed modification, and two missed cleavage events were permitted. Peptide spectral matches were filtered serially using linear discriminant analysis to 5% and 2% FDR at the peptide and protein levels, respectively. Label–free peak areas were determined for confidently identified peptides using the XQuant algorithm and consolidated at the protein level using linear mixed effects modeling as described previously [29].

### Global proteome and phosphoproteome analysis

Cells were lysed in 20 mM HEPES pH 8.0, 9 M urea, and phosphatase inhibitor cocktail (Roche). Lysates were sonicated on a microtip and insoluble material was removed by centrifugation. Approximately 30 mg of total protein per condition was reduced and alkylated in 5 mM DTT and 15 mM iodoacetamide, respectively. Protein mixtures were diluted 4-fold in 20 mM HEPES, pH 8.0 and sequentially digested with LysC (1:50, enzyme:protein, Wako) and trypsin (1:100, enzyme:protein, Thermo Fisher Scientific). Peptide mixtures were purified on SepPak columns (Waters) and lyophilized to dryness. An aliquot of the digested peptides from each condition was processed for global proteome profiling. Briefly, 200 μg of total peptides per condition were labeled with tandem mass tag (TMT10plex and TMT11, Thermo Fisher Scientific). After >98% TMT incorporation rate was confirmed, samples were combined and fractionated by high pH Reverse Phase LC (Agilent Technologies) into 24 fractions for analysis as described previously [30].

From the majority of the sample, phosphopeptides were enriched using TiO_2_ titansphere resin (GL Sciences). Peptides were reconstituted in 50% ACN and 2 M lactic acid buffer, and incubated at 1:5 peptide:titansphere ratio for 2 h at room temperature. The titansphere particles were washed sequentially in 50% ACN/2M lactic acid, 50% ACN/0.1% TFA, and 25% ACN/0.1% TFA. Phosphopeptides were eluted with 50 mM K_2_HPO_4_ pH 10 buffer and lyophilized. Enriched peptides were labeled with TMT10plex and TMT11 reagents (Thermo Fisher Scientific). Samples were combined and processed for phosphotyrosine (pY) enrichment using p100 PTMScan reagent (Cell Signaling Technologies). The flow-through fraction (pST) was subject to high pH reverse phase fractionation into 24 fractions for analysis as described previously [30].

### Liquid chromatography and tandem mass spectrometry

TMT-labeled peptides for global proteome, KGG, pST and pY profiling were desalted on C18 stage tip, dried by vacuum centrifugation, and reconstituted in 2% ACN/0.1% FA for analysis. All samples were analyzed by liquid chromatography coupled to tandem mass spectrometry (LC-MS) on Dionex Ultimate 3000 RSLCnano system (Thermo Fisher Scientific) and Orbitrap Fusion Lumos Tribrid MS (Thermo Fisher Scientific). Peptide samples were resolved by 158 min linear gradient of 2% to 30% buffer B (98% ACN/0.1% FA) in buffer A (2% ACN/0.1% FA) on 100 μm ID PicoFrit column packed with 1.7 μm Acquity BEH (New Objective) at a flow rate of 450 nL/min. Total run length including injection, gradient, column washing and re-equilibraton was 180 min. Multi-Notch MS3-based TMT method was used for sample analysis where the duty cycle involves collecting: 1) an MS1 scan in the Orbitrap at 120,000 resolution across 350–1350 m/z range with automatic gain control (AGC) target of 1.0e6, 50 ms maximum injection time; 2) data dependent ion trap MS2 scans on the top 10 peptides with CID activation, 0.5 m/z isolation window in quadrupole, turbo scan rate, 2.0e4 AGC target, 100 ms maximum injection time; and 3) Orbitrap SPS-MS3 scans of 8 MS2 fragment ions, with isolation widths of 2 m/z using isolation waveforms with multiple frequency notches as described previously [31]. MS3 precursor ions were fragmented by high energy collision-induced dissociation and analyzed by Orbitrap at 50,000 resolution, AGC target 2.5e5, 150 ms maximum injection time.

### Data analysis for global and phospho-proteome multiplexed proteomics

MS/MS spectra were searched using the Mascot algorithm (Matrix Sciences) against a concatenated target-decoy database comprised of the UniProt Mus musculus protein sequences (downloaded June 2016), known contaminants, and the reversed versions of each sequence. A 50 ppm precursor ion mass tolerance and 0.8 Da fragment ion tolerant were used with tryptic specificity, and up to 2 missed cleavages permitted. Fixed modifications were considered for carbamidomethylated cysteine residues (+57.0215 Da) and the TMT modification of the N-terminus and K residues (+229.1629 Da). Variable modifications were permitted for methionine oxidation (+15.9949 Da), phosphorylation on S/T/Y (+79.9663 Da) and TMT modification of Y (+229.1629 Da). Search results were filtered to 1% FDR at the peptide level and 2% FDR at the protein level using in house tools as described previously [29]. Phospho-sites on peptides were localized with Ascore [32] and all peptides spanning phospho-sites were grouped using their residue and position nomenclature prior to modeling. MS3 based TMT quantification was performed using our in-house Mojave module [33], filtering out TMT peaks in MS3 scans whose reporter ion intensity sum < 30,000, across all 11 channels. For each peptide, the respective reporter ion intensities were summed across PSMs. Sequences <7 residues were further removed due to ambiguity in peptide to protein mapping. Then, for each protein or phospho-site, a model was fitted in MSstats v3.7.1 [34] using Tukey Median Polish summary on all quantified peptides across replicates with imputation of missing values below a censoring threshold of 2^8^. Within MSstats, the model estimated fold change and statistical significance were computed for all compared treatment groups. Significantly altered proteins or phospho-sites were determined by setting a threshold of |Log2(fold-change)| > 1 and p-value < 0.05. The subset of significantly altered phospho-sites, unaltered at the protein level, was then annotated and tested for over-represented biological annotations using the MsigDB collection and GSEA [35]. Significant annotations were defined by an enrichment q-value < 0.05.

### Lentivirus and PEG10 VLP generation

HEK293T cells (10^7^) plated on gelatin-coated 10 cm dishes were transfected with 5 μg pGCMV-MCS-IRES-eGFP (Genentech), Delta 8.9 or Delta 8.9-PEG10 (PEG10 residues 1–377 were cloned into the p24 region of the Delta 8.9 vector), and VSV-G at a molar ratio of 1:2.3:0.2 using Lipofectamine 2000 (Thermo Fisher). Media was replenished 6 h post-transfection and the supernatant collected after a further 40 h. Lentivirus particles or VLPs were isolated using a Lenti-X Concentrator (321231, Clontech).

### Protease protection assay

Lentiviruses and PEG10 VLPs were resuspended in PBS. Half of the sample was incubated with 1% Triton X-100, 0.5% TriButyl, and 0.2% SDS, and sonicated briefly to permeabilize the lipid bilayer. 1 μg trypsin (V511A, Promega) was added to both samples (-/+ Triton) and incubated for 0, 30, 60, and 120 min on ice. Trypsinization was stopped by adding 5 mM PMSF. Samples were boiled for 10 min in NuPAGE LDS Sample Buffer (NP0008, Thermo Fisher) and NuPAGE Sample Reducing Agent (NP0004, Thermo Fisher).

### Vesicle isolation

Culture supernatants were centrifuged at 1500 x g, then 10,000 x g, and then filtered through a 0.22 μm vacuum filter unit. Further centrifugation at 100,000 x g for 2 h yielded a vesicle-containing pellet. For sucrose gradient purification, the pellet was resuspended in 60% sucrose in 20 mM Tris-HCl pH 7.4 and 0.85% NaCl. This suspension was layered with 40% and 20% sucrose in 20 mM Tris-HCl pH 7.4 and 0.85% NaCl, and centrifuged at 150,000 x g for 14 h.

### Microscopy

#### Immuno-electron microscopy

Vesicles were adsorbed onto formvar/carbon-coated grids for 20 min, and then fixed and permeabilized for 30 min with 4% paraformaldehyde (PFA) in PBS containing 5% Triton X-100. Samples were quenched in PBS/glycine, rinsed in PBS, and labeled for 1 h with 20 μg/mL anti-PEG10 antibody diluted in EM blocking solution (EMS, Aurion). Samples were washed in PBS for 15 min, and then incubated for 1 h with goat anti-rat 6 nm gold conjugate (Jackson ImmunoResearch) diluted 1/10 in EM blocking solution. Samples were washed in PBS for 10 min, rinsed in water, and stained with 2% ammonium molybdate for 30 sec. Samples were imaged with JEOL JEM-1400 TEM, Ultrascan 1000 CCD camera.

#### Negative stain microscopy

Samples were adsorbed to grids for 20 min, rinsed with water, and stained with 1% uranyl acetate for 60 sec.

### Immunohistochemistry

Sections of formalin-fixed, paraffin-embedded C57BL/6J mouse tissues (5 μm) were baked for 20 min at 70°C. Deparaffinization and hydration was performed in a Leica Autostainer XL (Leica Biosystems). Sections were quenched in 3% H_2_O_2_ for 4 min, blocked using a ScyTek Blocking Kit (BBK120, ScyTek Laboratories), and then incubated in 10% donkey serum in 3% BSA/PBS for 30 min. Labeling was for 1 h with 5 μg/ml anti-PEG10 antibody or IgG2b isotype control (553986, BD Pharmingen) in PBS containing 10% donkey serum and 3% BSA, followed by 30 min with 5 μg/ml biotinylated donkey anti-rat antibody (712-065-153, Jackson Laboratories). Sections were treated with Vectastain ABC Elite Reagent (PK-6100, Vector Labs) and then incubated with Pierce Metal Enhanced DAB (3406, Thermo Fisher) for 5 min. Counterstaining was with Mayers filtered hematoxylin.

### Immunofluorescence labeling

Cells were fixed with 8% PFA, blocked for 1 h with 10% donkey serum, 2% BSA, and 0.2% saponin in PBS, incubated overnight at 4°C in 5 μg/ml anti-PEG10 antibody in blocking buffer, and then for 1 h at room temperature in 2 μg/mL Alexa 488-conjugated donkey anti-rat antibody (A-21208, Thermo Fisher). Slides were mounted with ProLong Gold containing DAPI (P36931, Thermo Fisher). Confocal images were captured with a LEICA SP5 laser-scanning confocal microscope.

### RNA sequencing

Total RNA was extracted using a RNeasy Mini Kit (Qiagen), quantified in a NanoDrop 8000 (ThermoFisher), and assessed for integrity using both 2100 5 Bioanalyzer and 2200 TapeStation (Agilent). Libraries were prepared from 1 μg of total RNA with TruSeq RNA Sample Preparation Kit v2 (Illumina). Library size was confirmed using 2200 TapeStation and High Sensitivity D1K screen tape (Agilent), and concentration was determined by Library quantification kit (KAPA). Libraries were multiplexed five per lane and sequenced in a HiSeq2500 (Illumina) to generate 50 million paired end 75 bp reads. Filtering of fastq sequence files removed poor quality reads (read length < 18 or > 30% of cycles with Phred score < 23). Raw FASTQ reads were aligned to the mouse reference genome (GRCm38-mm10) using GSNAP (with parameters -M 2 -n 10 -B 2 -i 1 -N 1 -w 200000 -E 1—pairmax-rna = 200000—clip-overlap). Reads were filtered to include only the uniquely mapped reads. Differential expression analysis was performed using the voom/limma R package [36]. Genes were considered differentially expressed if the log2 fold change was > 1 or < -1, and adjusted p-value < 0.05. Pathway analysis was performed with the R package EGSEA [37].

### eCLIP

eCLIP was performed by Eclipse BioInnovations Inc (San Diego) essentially as described [38]. In brief, 2x10^7^ TSCs were UV (254 nm)-crosslinked at 0.4 J/cm^2^, snap frozen, and then lysed prior to treatment with RNase I. PEG10 was immunoprecipitated with anti-PEG10 antibody pre-coupled to sheep anti-mouse Dynabeads (Thermo Fisher) overnight at 4°C. 20% of the sample was used for western blotting, 2% was used as a paired input, and the remainder was processed for eCLIP. Raw FASTQ files were trimmed of 3’ barcodes and adapter sequences. Reads were aligned to the mouse reference genome (GRCm38-mm10) using STAR [39] followed by removal of PCR duplicates and reads mapping to repetitive elements in the genome. MACS2 [40] was used to call peaks in wild-type samples using PEG10-deficient samples as controls. Each PEG10 bound gene was divided into 100 bins between the Transcription Start Site (TSS) and the Transcription End Site (TES), and into 20 bins upstream and downstream of TSS and TES, respectively. For each bin, count of 5’-end of each eCLIP read was calculated and summed across all genes to create the average profile per sample. All samples were normalized to sequencing depth.

### Raw data deposition

All mass spectrometry raw files were uploaded on the Massive data repository and can be downloaded from ftp://massive.ucsd.edu/MSV000083229. eCLIP and RNAseq data have been deposited to the Gene Expression Omnibus (GEO accession number GSE122217).

## Results and discussion

### PEG10 is regulated by USP9X

We identified PEG10 while looking for substrates of the deubiquitinating enzyme USP9X in mouse ESCs. USP9X was affinity purified from *Usp9x*^*3xf/y*^ ESCs, which had a 3xFLAG epitope tag inserted in frame with the N-terminus of USP9X. Co-immunoprecipitating proteins captured with anti-FLAG antibody and identified by mass spectrometry included PEG10 (Fig 1A). We confirmed that both PEG10-RF1 and PEG10-RF1/2 also interacted with untagged USP9X using *Peg10*^*+/3xf*^ *Usp9x Rosa26*^*+/CreERT2*^ ESCs, which delete *Usp9x* in response to 4-hydroxytamoxifen and express PEG10 proteins tagged at the N-terminus with 3xFLAG. Importantly, a USP9X antibody co-immunoprecipitated 3xFLAG.PEG10-RF1 and 3xFLAG.PEG10-RF1/2 only when the ESCs expressed USP9X (Fig 1B). Ubiquitin-substrate profiling by K-ε-GG mass spectrometry [41] revealed PEG10 as a putative substrate of USP9X because *Usp9x*^*C1599A/y*^ ESCs expressing catalytically inactive USP9X C1599A (Fig 1C) contained more ubiquitinated PEG10 than wild-type ESCs (Fig 1D–1F). PEG10 deubiquitination by USP9X appeared to stabilize PEG10-RF1 specifically because USP9X-deficient ESCs contained less PEG10-RF1 than control ESCs, whereas the amount of PEG10-RF1/2 was largely unaltered (Fig 1B and 1G). Consistent with ubiquitinated PEG10-RF1 being targeted for proteasomal degradation, the proteasome inhibitor MG-132 increased the amount of PEG10-RF1 in USP9X-deficient ESCs, but had little impact on PEG10-RF1/2 (Fig 1G). PEG10-RF1 has six unique residues that are located in the frameshift region and are not found in PEG10-RF1/2 [12], so these may contribute to a degron motif that specifies its proteasomal degradation. We did not detect any ubiquitination sites within the frameshift region, but USP9X suppressed ubiquitination of two adjacent lysines (K365, K362). Whether mutation of these lysines impacts PEG10-RF1 stability is an area of future investigation.

**Fig 1:**
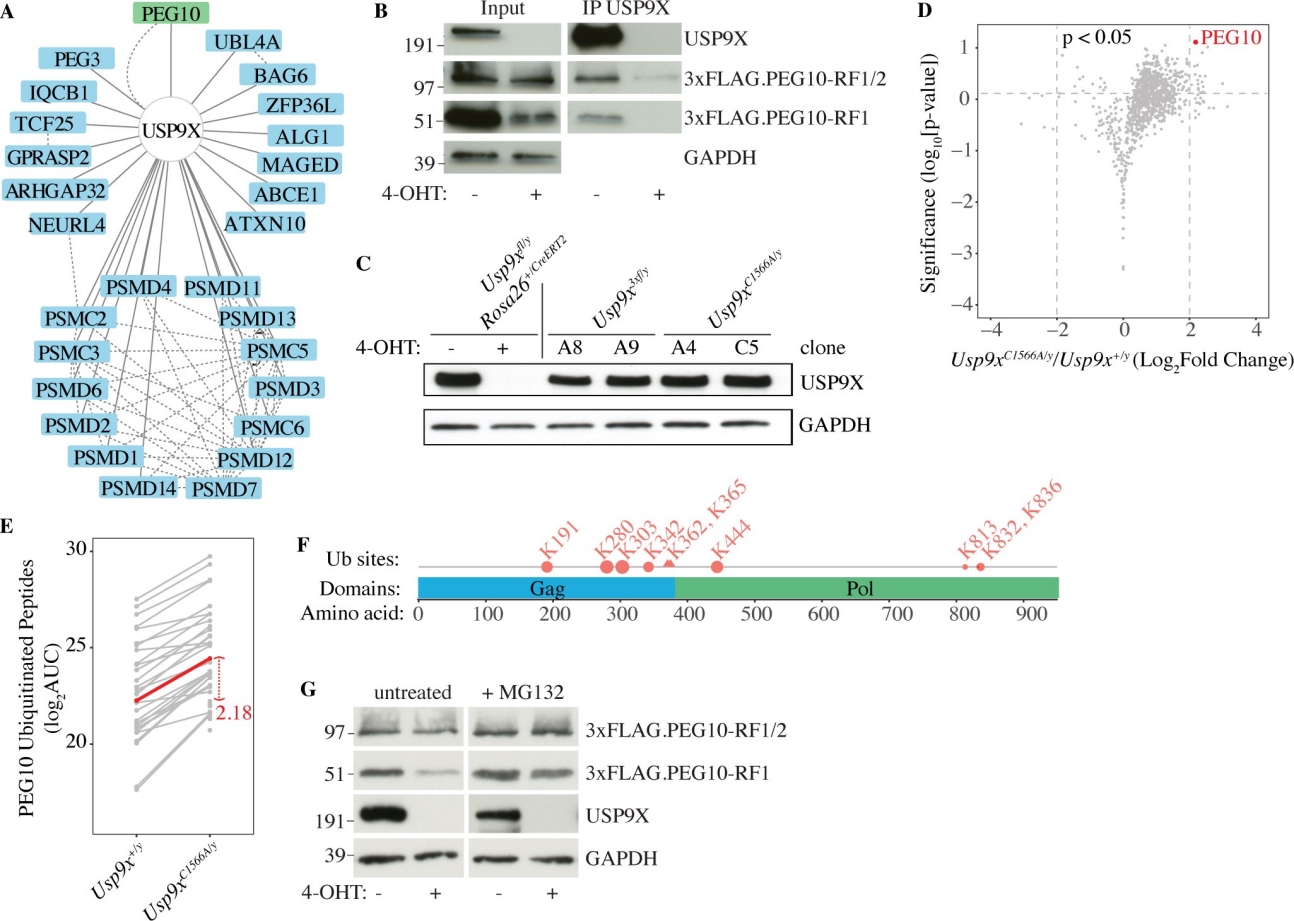
PEG10 is a substrate of USP9X. (A) USP9X interaction network showing all high confidence binding partners connected by solid lines (Saint > 0.9, FDR < 0.05, Avg. Psms > 10). Dotted lines indicate interactions reported in the BioPlex network [42, 43]. Results are representative of 3 independent experiments. (B) Western blots of *Peg10*^*3xf/+*^ *Usp9X*^*fl/y*^ *Rosa26*.CreER^T2^ ESCs after immunoprecipitation (IP) of USP9X. Epitope-tagged PEG10 was detected with anti-FLAG antibody. Where indicated, ESCs were treated with 4-hydroxytamoxifen (4-OHT) to delete *Usp9x*. Results are representative of 2 independent experiments. (C) Western blots of ESCs. (D) Geyser plot showing proteins differentially ubiquitinated in *Usp9x*^*C1566A/y*^ ESCs versus control *Usp9x*^*+/y*^ ESCs (p < 0.05, log_2_ fold change > 2). Results are representative of 2 independent experiments. (E) Line plot showing the fold-change in abundance of all ubiquitinated PEG10 peptides between *Usp9x*^*+/y*^ and *Usp9x*^*C1566A/y*^ ESCs. Each grey line corresponds to a unique KGG peptide spectral match peptide. The red line indicates a model-based protein abundance estimate. AUC, area under the curve. (F) Diagram indicating the position of the USP9X-regulated ubiquitination (Ub) sites in PEG10. Triangles depict ubiquitination sites identified only in *Usp9x*^*C1566A/y*^ ESCs. Circles depict sites found in *Usp9x*^*+/y*^ and *Usp9x*^*C1566A/y*^ ESCs. Circle size indicates the extent to which ubiquitination was increased by USP9X inactivation. (G) Western blots of *Peg10* ^*3xf/+*^ *Usp9x*^*fl/y*^ *Rosa26*.CreER^T2^ ESCs. Where indicated, cells were treated with 10 μM MG-132 for 4 h. Results are representative of 2 independent experiments.

### The PEG10 Gag domain forms virus-like particles

The biochemical roles of PEG10 are unknown. The Gag polyproteins of Ty3 retrotransposons have been shown to assemble virus-like particles (VLPs) [44], so we explored whether the conserved PEG10 Gag domain could substitute for the p24 HIV-1 Gag protein in a lentiviral packaging system. HEK293T cells were co-transfected with VSV-G envelope protein and either HIV-1 Gag-Pol or a hybrid construct encoding PEG10-RF1 and HIV-1 Pol. Both p24 and PEG10-RF1 were detected in the culture supernatant by western blotting (Fig 2A), suggesting that both Gags assembled VLPs. Sucrose gradient centrifugation suggested the putative PEG10-RF1 VLPs were denser than the HIV-1 p24 VLPs (Fig 2B). VLPs that bud from the cell are encapsulated in a lipid bilayer that protects Gag proteins from digestion with trypsin. Accordingly, PEG10-RF1 in culture supernatants was only cleaved by trypsin in the presence of the bilayer-disrupting detergent Triton X-100 (Fig 2C). Indeed, lipid bilayer-encapsulated PEG10-RF1 VLPs were detected by negative stain electron microscopy (Fig 2D).

**Fig 2:**
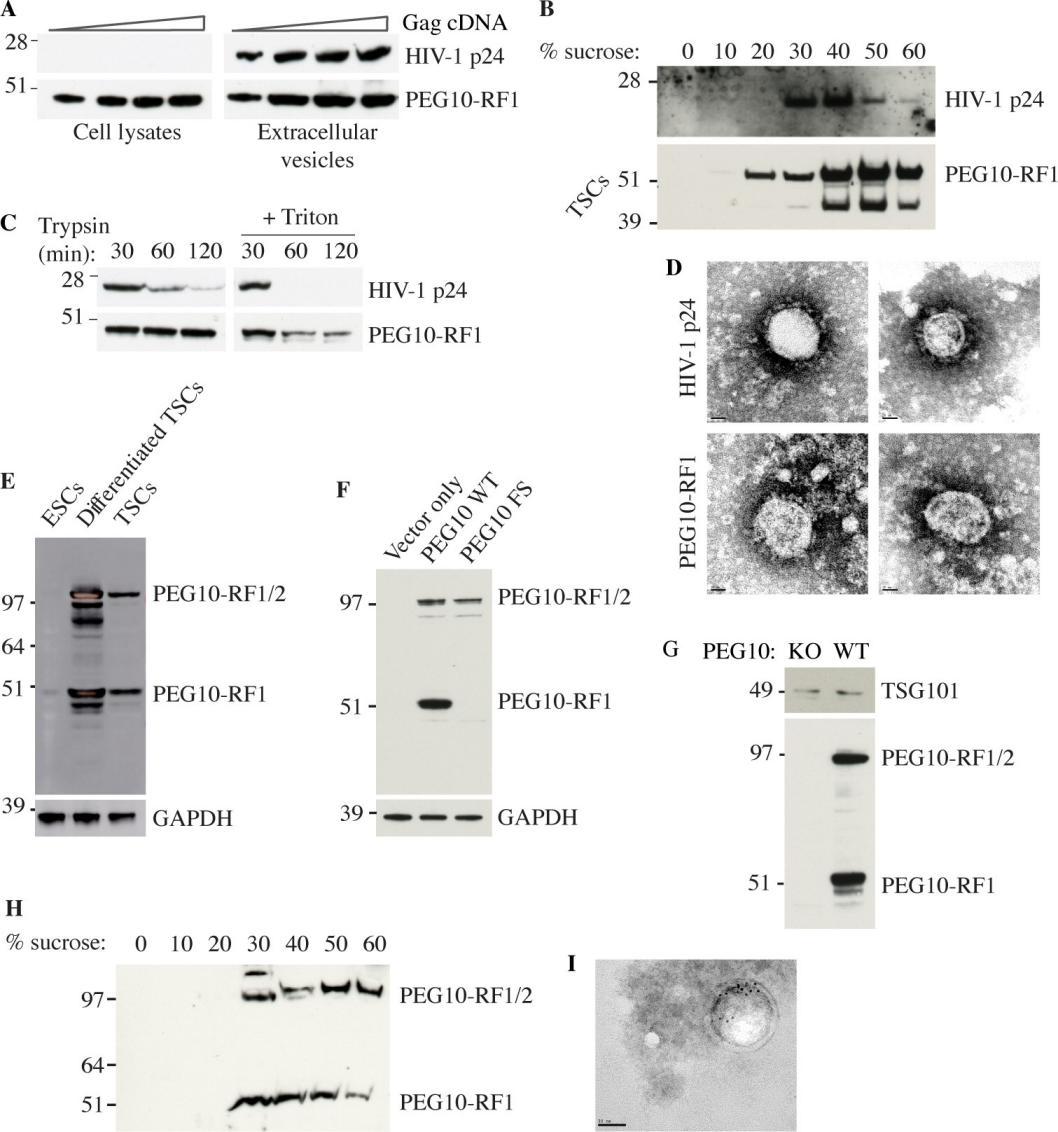
The PEG10 Gag domain generates virus-like particles. (A) Western blots of HEK293T cells or extracellular vesicles recovered from the culture medium after transfection with VSV-G and increasing amounts of Gag-Pol cDNA. Results are representative of 2 independent experiments. (B) Western blots of extracellular vesicles in panel A after sucrose gradient density centrifugation. The upper blot shows cells transfected with HIV-1 Gag, whereas the lower blot shows cells transfected with PEG10-RF1. We speculate that the faster migrating PEG10-RF1 species is a processed form of the protein. Results are representative of 2 independent experiments. (C) Western blots of VLPs. Results are representative of 3 independent experiments. (D) Electron micrographs of negatively stained VLPs. Scale bar, 20 nm. Results are representative of 2 independent experiments. (E) Western blots of wild-type ESCs and TSCs. Results are representative of 2 independent experiments. (F) Western blots of HEK293T cells ectopically expressing wild-type (WT) mouse PEG10 or a PEG10 frameshift (FS) mutant that can only make PEG10-RF1/2. Results are representative of 2 independent experiments. (G) Western blots of extracellular vesicles shed from WT or PEG10-deficient (KO) TSCs and enriched by differential centrifugation. Results are representative of 5 independent experiments. (H) Western blots of extracellular vesicles shed from WT TSCs and analyzed by sucrose gradient density centrifugation. Results are representative of 2 independent experiments. (I) Electron micrographs of TSC extracellular vesicles after immuno-gold labeling for PEG10. Scale bar, 50 nm.

Next, we determined if endogenous PEG10 was in vesicles shed from trophoblast stem cells (TSCs), which express even more PEG10 than ESCs (Fig 2E). PEG10 was detected with a monoclonal antibody that was raised against PEG10-RF1, and therefore detects both PEG10-RF1 and PEG10-RF1/2 (Fig 2E and 2F). We found that both PEG10-RF1 and PEG10-RF1/2 were present in supernatant fractions enriched for TSC extracellular vesicles (Fig 2G and 2H). The exosome marker TSG101 [45] served as a positive control. Electron microscopy and immuno-gold labeling for PEG10 confirmed the presence of PEG10-bearing vesicles (Fig 2I). Collectively, our data suggest that the PEG10 Gag domain supports constitutive VLP assembly.

To investigate the mechanism of PEG10 budding, we affinity purified PEG10 from ESCs and TSCs and then identified co-immunoprecipitating proteins by mass spectrometry (Fig 3A). Consistent with our previous experiments, PEG10 interacted with USP9X and USP9X-associated proteins such as ATXN10, IQCB1, BAG6 and UBL4. Intriguingly, two proteins involved in vesicle fusion, VTI1B and STX8 [46, 47], also coimmunoprecipitated with PEG10 (Fig 3A and 3B). It is tempting to speculate that VTI1B and STX8 might regulate the budding of PEG10-containing vesicles.

**Fig 3:**
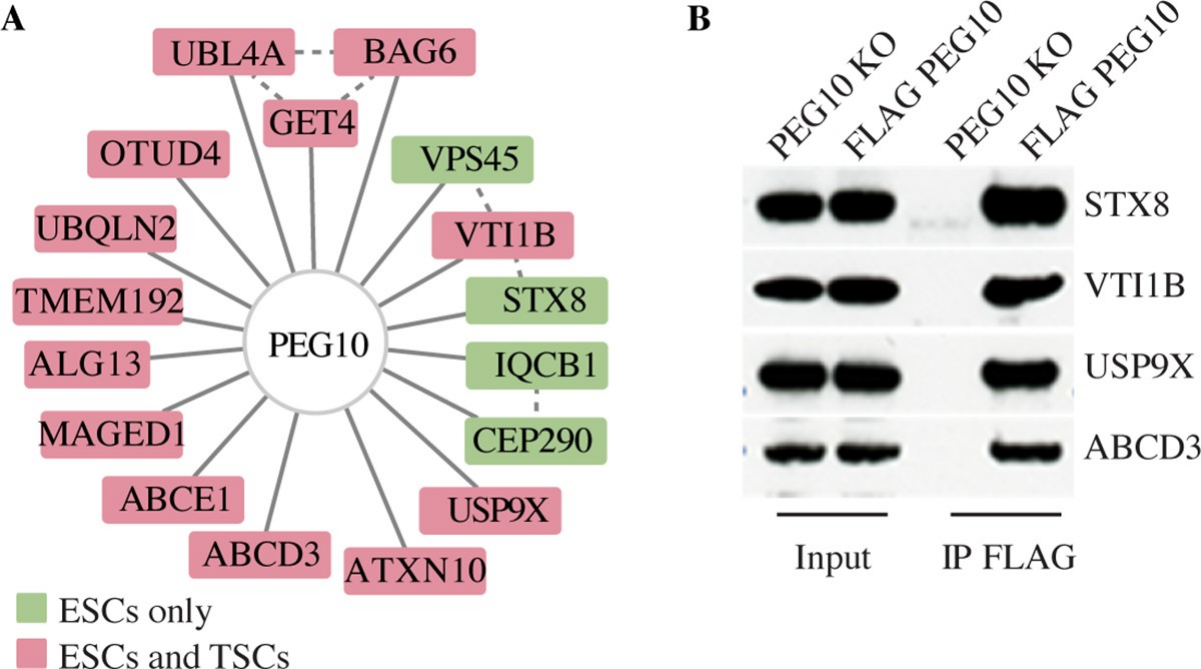
Proteins interacting with PEG10 in ESCs and TSCs. (A) PEG10 interaction network showing all high confidence binding partners connected by solid lines (Saint > 0.9, FDR < 0.05, Avg. Psms > 10). Dotted lines indicate interactions reported in the Bioplex interaction network. Proteins co-immunoprecipitated from both TSCs and ESCs are colored red, and those unique to ESCs are green. Results are representative of 3 independent experiments. (B) Western blots before and after immunoprecipitation (IP) of 3xFLAG.PEG10 from knock-in ESCs, or as a control, PEG10-deficient (KO) ESCs. Results are representative of 2 independent experiments.

### PEG10 is expressed in a subset of adult mouse tissues

PEG10 has been studied largely in developmental settings and in cancer cell lines, so we determined its expression in a broad panel of mouse tissues. PEG10-RF1 and PEG10-RF1/2 were both abundant in adrenal gland, testis and placenta, whereas pituitary, ovary, uterus, white adipose, brain and lung expressed them to a lesser extent (Fig 4A). Additional faster migrating bands detected by the PEG10 antibody may reflect proteolytic processing of PEG10. Immunolabeling of tissue sections revealed that PEG10 was expressed highly in the cortex of the adrenal gland, the pars distalis of the pituitary gland, the sertoli cells of the testis, the hypothalamus, and in the labyrinth and trophoblast layers of the placenta (Fig 4B). Expression of PEG10 in the pituitary gland is interesting given that PEG10-deficient mice generated by tetraploid complementation exhibit severe growth retardation [13]. PEG10 appeared largely cytoplasmic in the different mouse tissues. Immunofluorescence staining (Fig 4C) and biochemical fractionation studies (Fig 4D) indicated that PEG10 in ESCs and TSCs was also mostly cytoplasmic. Both PEG10-RF1 and PEG10-RF1/2 were in the cytoplasm of ESCs, but some PEG10-RF1/2 was nuclear in TSCs (Fig 4D). Therefore, the cellular localization of PEG10 appears context-dependent.

**Fig 4:**
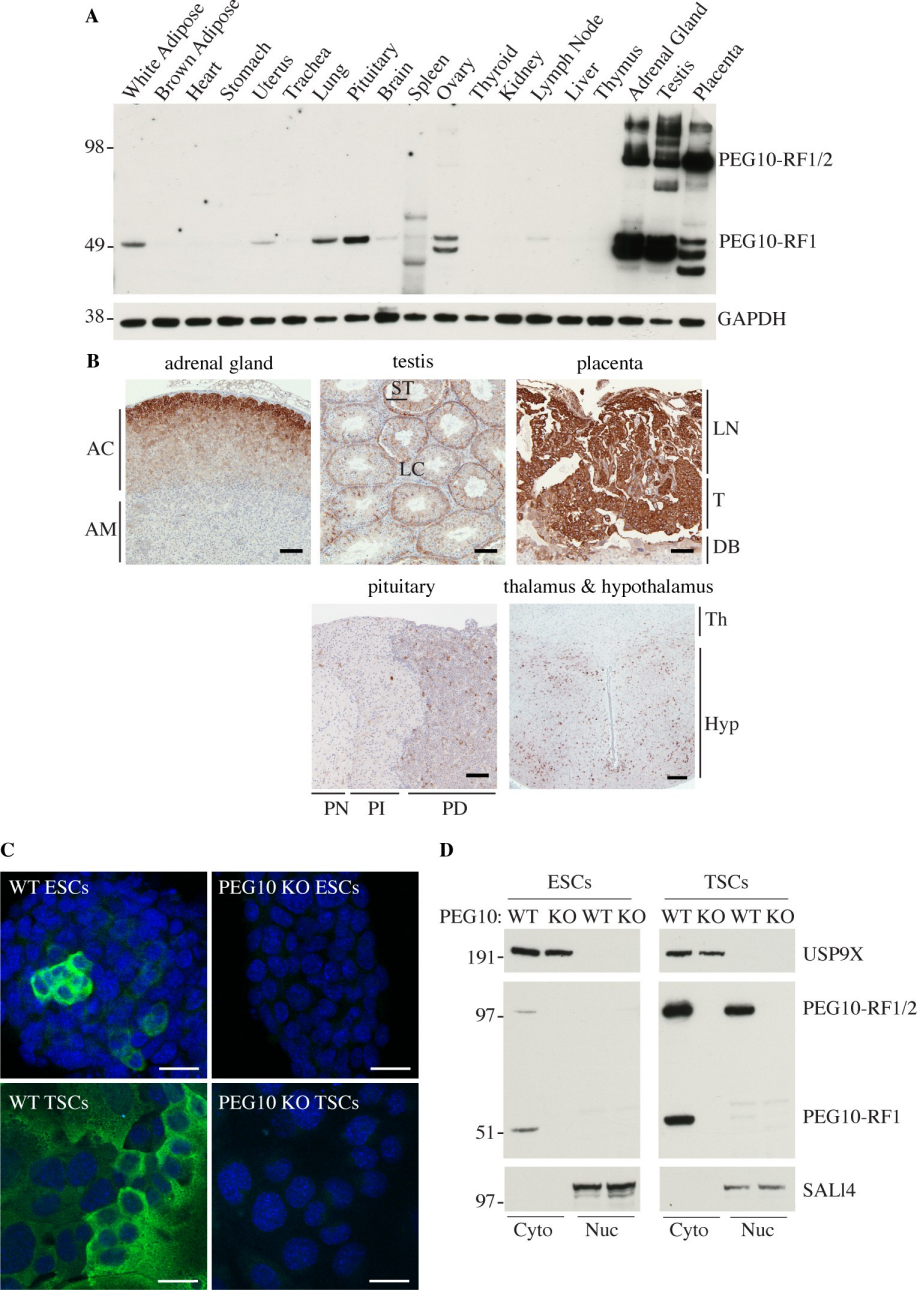
Expression of PEG10 in mouse tissues. (A) Western blots of C57BL/6 mouse tissues. Results are representative of 3 independent experiments. (B) Mouse tissue sections immunolabeled for PEG10 (brown). AC, adrenal cortex. AM, adrenal medulla. LN, Labyrinth. T, Trophoblast. DB, decidua basalis. ST, Sertoli cells. LC, Leydig cells. PN, pars nervosa. PI, pars intermedia. PD, pars distalis. Th, thalamus. Hyp, Hypothalamus. Scale bar, 100 μm. Results are representative of 3 independent experiments. (C) Immunofluorescence staining of PEG10 in ESCs or TSCs. Scale bar, 25 μm. Results are representative of 2 independent experiments. (D) Western blots of ESCs and TSCs that were fractionated into cytoplasmic (cyto) and nuclear (nuc) compartments. Results are representative of 3 independent experiments.

### PEG10 is essential for TSC differentiation

PEG10 is essential for formation of the labyrinth and spongiotrophoblast layers of the placenta [13]. TSCs isolated from the early blastocyst can be differentiated into cells of the labyrinth and spongiotrophoblast layers [25], so we utilized this culture system to further explore the function of PEG10. TSCs were maintained in their pluripotent state on CELLstart extracellular matrix in the presence of fibroblast growth factor 4 (Fgf4) and heparin, or they were differentiated in the absence of CELLstart, Fgf4, and heparin in either 20% oxygen, to form the multinucleated syncytiotrophoblasts (SynTs) of the labyrinth, or 2% oxygen, to form the spongiotrophoblasts and trophoblast giant cells (TGCs) of the junctional zone. We noted that expression of PEG10-RF1/2 and PEG10-RF1 increased as TSCs were differentiated in 20% oxygen (Fig 5A). Upregulation of PEG10 was functionally significant because CRISPR-Cas9-mediated deletion of *Peg10* (Fig 4D) impaired TSC differentiation under both normoxic and hypoxic conditions (Fig 5B and 5C). Morphologically, PEG10-deficient cells retained an undifferentiated appearance (Fig 5B), and by RNA sequencing (RNA-seq), they failed to manifest the transcriptional signature of wild-type, differentiated TSCs (Fig 5C; data available in full through the GEO database, accession GSE122217).

**Fig 5:**
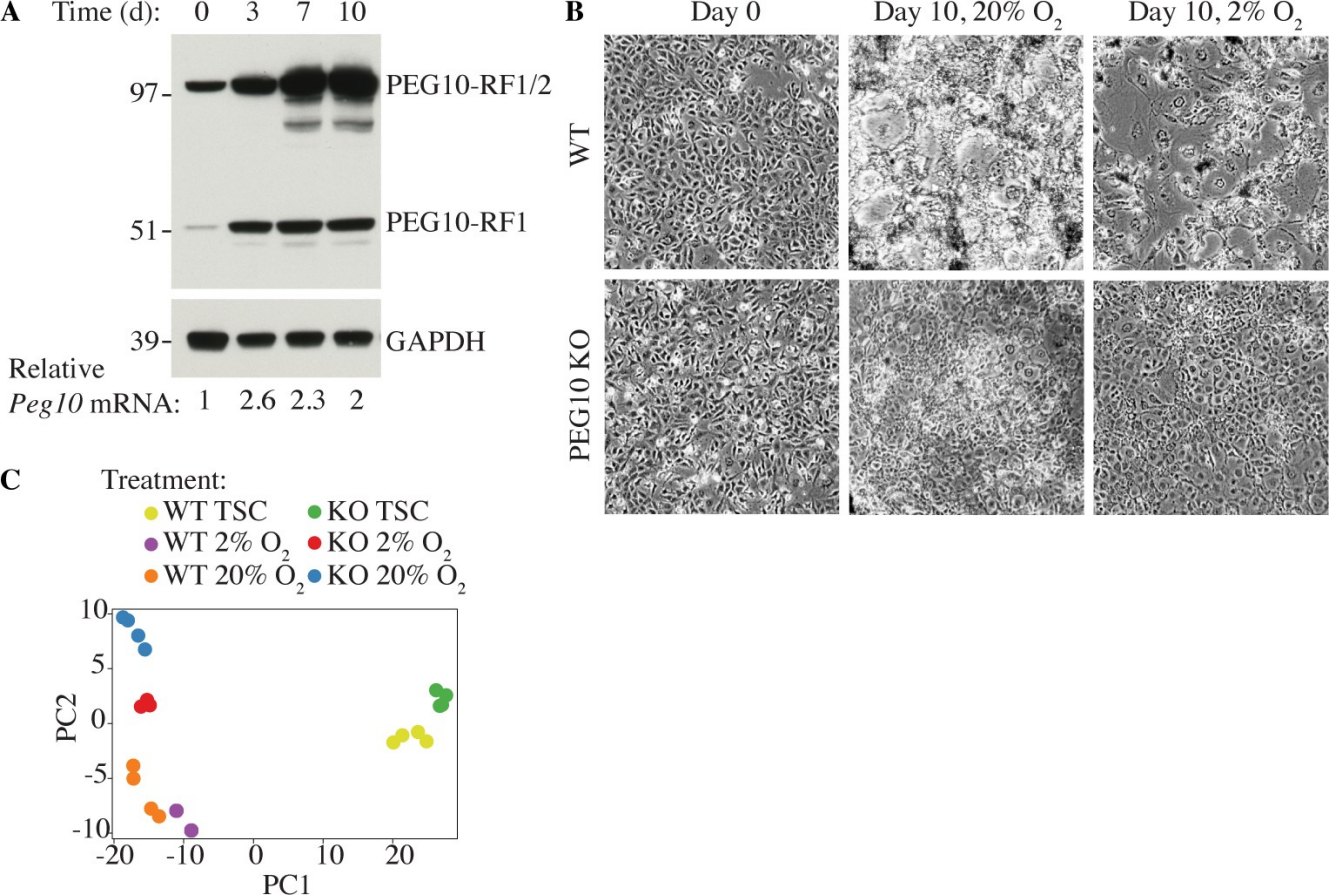
PEG10 regulates the differentiation of TSCs. (A) Western blots of TSCs differentiated in 20% oxygen for the times indicated. *Peg10* mRNA expression was determined by quantitative RT-PCR. (B) Micrographs of wild-type (WT) and PEG10-deficient (KO) TSCs. Results are representative of 5 independent experiments. (C) Principal Component Analysis (PCA) of TSC RNA-seq datasets using log2 RPKM values.

Global proteome and phospho-serine/-threonine/-tyrosine profiling revealed many differences between wild-type and PEG10-deficient TSCs following differentiation (Fig 6A–6D). One particularly interesting difference was the altered phospho-status of key signaling proteins such as MAPK1, MAPK3, MTOR, INSR, and EGFR (Fig 6B and 6E). Indeed, enrichment analysis of differentially phosphorylated proteins highlighted aberrant MTOR, Insulin, ErbB, and MAPK signaling (Fig 6F). Phosphoproteome analysis also allowed us to map phospho-sites within PEG10 (Fig 6G).

**Fig 6:**
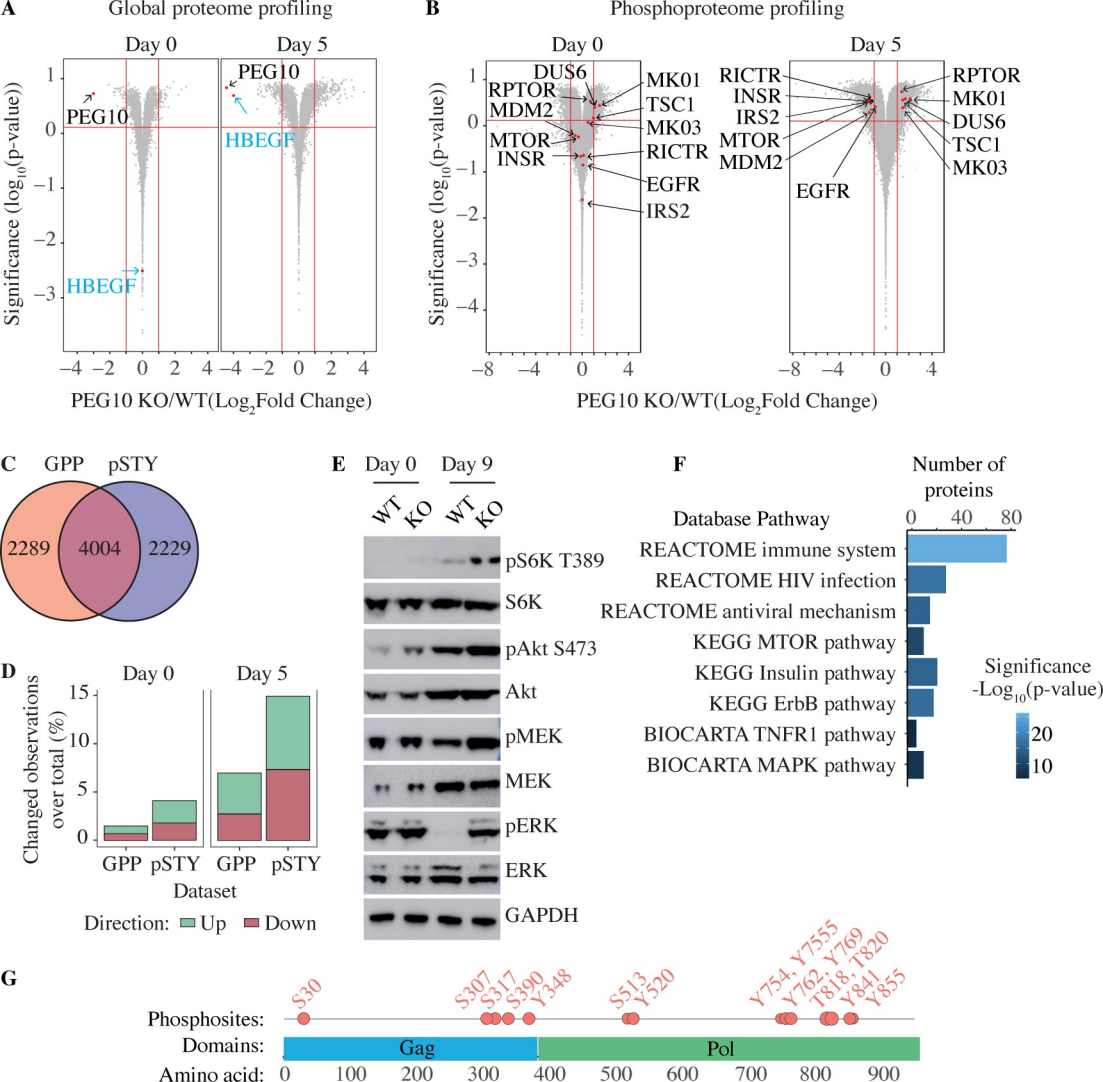
Proteomic analysis of wild-type and PEG10-deficient TSCs. (A and B) Volcano plots of total protein levels (A) or phosphorylation levels at unique phosphosites (B) in wild-type (WT) versus PEG10-deficient (KO) TSCs after 0 and 5 days of differentiation. Results are representative of 3 independent experiments. (C) Venn diagram indicates the total number of proteins identified and quantified by global proteome profiling (GPP) and phosphoproteome profiling (pSTY). (D) Fraction of proteins (GPP) or phosphosites on Ser/Thr/Try (pSTY) with levels changing more than 2-fold (p-value < = 0.05) in PEG10 KO TSCs compared to WT TSCs after 0 and 5 days of differentiation. (E) Western blots of WT and PEG10 KO TSCs after 0 and 9 days of differentiation. (F) Pathways highlighted by the Broad Institute gene set enrichment analysis of proteins with significantly changing phosphorylation levels in PEG10 KO TSCs compared to WT TSCs. (G) Diagram indicates the position of phosphosites in PEG10.

### PEG10 binds to cellular RNAs

The PEG10 Gag domain harbors a conserved zinc finger (ZnF) motif [12] that is reminiscent of the ZnF motifs in orthoretroviral Gags for binding and packaging nucleic acids [48, 49]. Therefore, we performed eCLIP-seq (enhanced crosslinking and immunoprecipitation—sequencing) [38] on wild-type and PEG10-deficient TSCs to determine if PEG10 was an RNA binding protein. 

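eCLIP-seq shows where a protein touches RNA in cells: protein and RNA are crosslinked by UV light, and the RNA is trimmed by an RNase. The protein is then immunoprecipitated together with the RNA held by it, and the recovered fragments are sequenced. PEG10 was immunoprecipitated from wild-type TSCs, the stem cells of the placental trophoblast, and from PEG10-deficient TSCs, which serve as the control for RNA recovered without PEG10. The cells were undifferentiated (day 0) or had differentiated for 5 days in 20% oxygen, with 2 replicates of each, so 8 libraries gave 4 comparisons. The authors trimmed adapters, aligned the reads to GRCm38 (mm10) with STAR, removed reads in repetitive elements and PCR duplicates, and called peaks with MACS 2.1.0.20150420 at a q-value under 0.05. Peaks were called in each replicate separately, with the PEG10-deficient library of the same day and replicate as the control. This step kept at most 1 read per position, which removed a further 21.4% to 58.8% of the reads of a library. After it, the wild-type libraries held 3092170 (replicate 1) and 3830635 (replicate 2) reads at day 0 and 3521794 and 7105649 reads at day 5. The PEG10-deficient libraries held 4485974 and 1711124 reads at day 0 and 3802751 and 3217568 reads at day 5.

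The peak lists hold 3767 and 3407 peaks at day 0 and 7648 and 11148 peaks at day 5, in the order of the replicates. The fold enrichment and the −log10 q-value of a peak are the authors' own values, wild-type over PEG10-deficient with the larger library scaled down to the smaller, and serve here to describe and rank peaks within a list. At day 0, 51.8% of the replicate 1 peaks (exact binomial 95% interval 50.2% to 53.5%) overlapped a replicate 2 peak by at least 1 bp, and at day 5, 87.6% did (86.8% to 88.3%). In the other direction, 58.8% of the replicate 2 peaks overlapped a replicate 1 peak at day 0 and 51.3% did at day 5, where replicate 2 has the longer list. Position was tested only in genes with a 3' UTR peak in both replicates, by their replicate 1 peaks over the 3' UTR (2506 at day 0 and 6018 at day 5). These overlapped a replicate 2 peak more often than peaks moved at random within the same 3' UTR, 80.4% against 66.0% on average at day 0 (highest of 100 shuffles 68.0%) and 98.6% against 87.8% at day 5 (highest 88.8%). The choice of genes raises both shares above those of all peaks. Peaks were placed on the GENCODE vM21 annotation, and a gene was counted as bound at a time point when a peak overlapped its annotated 3' UTR in both replicates. With 2 lists per time point, an exact permutation test between the time points cannot go below p = 0.33, and p-values over genes or peaks describe these lists. Whether the replicates came from separate cultures is stated only by the legend of Fig 7, as independent experiments, so the spread between lists may be partly technical.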

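In undifferentiated TSCs, 1675 genes carried PEG10 peaks over the 3' UTR in both replicates, 7.96% of the 21043 genes with an annotated 3' UTR. After 5 days of differentiation 4306 genes did, 20.5% of the same set. The strongest gene at day 0, ranked by the weaker of its replicates' −log10 q-values, was Tnks2, which encodes a tankyrase, with fold enrichments of 17.4 and 35.0 in replicates 1 and 2. It was followed by Cltc, the clathrin heavy chain (10.7 and 27.5), Ppp1cb, a catalytic subunit of protein phosphatase 1 (10.7 and 18.0), and Nedd4, an E3 ubiquitin ligase (6.05 and 12.1). The first 15 also held Ctnna1, which encodes an alpha-catenin of cell junctions (5.86 and 18.9), Grb10, an imprinted inhibitor of insulin receptor signaling (8.34 and 12.7), Stx7, a syntaxin of endosomes (21.1 and 28.6), and Peg10 itself, at rank 8. At day 5 the list was led by Pja2, an E3 ubiquitin ligase (52.4 and 56.8), Serinc1, a serine incorporator (44.4 and 47.3), and Atp6ap2, an accessory subunit of the vacuolar proton pump (53.5 and 39.5). Spcs3, a subunit of the signal peptidase complex (65.5 and 55.3), Lbr, the lamin B receptor (53.2 and 37.5), Wnk3, a WNK kinase (53.3 and 63.3), and Oxct1, an enzyme of ketone body use (49.8 and 40.2), were also among the first 15 at day 5. Gprc5b and Iqck at day 5 rest on a peak shared by their overlapping 3' ends, as do Ppp1r13b and Zfyve21.

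The single lists named 2504 and 2475 genes at day 0 and 4396 and 7002 genes at day 5, so both day 5 lists exceeded both day 0 lists. A peak in either replicate gave 3304 genes at day 0 and 7092 at day 5. The day 5 comparison of replicate 2 had the deepest wild-type library, and genes that are not transcribed in TSCs were not removed from the background because the peak lists hold no expression values.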

PEG10 interacted with the 3' untranslated regions (UTRs) of approximately 840 and 3,680 unique mRNAs after zero and five days of differentiation (normoxic conditions), respectively (Fig 7A and 7B; data available in full through the GEO database, accession GSE122217). However, these 3' UTRs did not have any RNA sequence motifs in common (Fig 7C), which could indicate that RNA secondary structure determines PEG10 binding. 

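Around peak summits in 3' UTRs, the RNA was richer in U and poorer in A than elsewhere in the same 3' UTRs. Windows of 25 bp to each side of the summit held 4.15 and 2.98 percentage points more U than windows of the same 3' UTR outside peaks at day 0 (replicates 1 and 2), and 2.81 and 2.83 points more at day 5. For A the differences were −3.25 and −3.12 points at day 0 and −3.75 and −1.94 points at day 5. Against windows from 3' UTRs with no peak, the excess of U was smaller, 2.69 and 1.15 points at day 0 and 1.11 and 0.957 at day 5. The differences in A were larger there, −4.73 and −5.13 points at day 0 and −5.22 and −3.92 at day 5. Short sequences with GCUU stood out among all hexamers. At day 5, 24 hexamers passed the test in both replicates, all of them more frequent at peaks, and 20 of these contain GCUU, 83.3% against 1.17% of all hexamers. GCUU was picked from these same hexamers, which overlap in sequence, so this share is a description and not a test.

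The most frequent of them, UGCUUU, was present in 7.91% of peak windows against 2.15% of control windows in replicate 1 at day 5 (odds ratio 3.93, McNemar's exact test, adjusted p = 9.0e-29) and in 5.26% against 2.29% in replicate 2 (odds ratio 2.32, adjusted p = 2.4e-15). At day 0, 9 hexamers passed, 6 more frequent and 3 less frequent at peaks. UGCUUU was again among them, with odds ratios of 2.82 and 2.37 (McNemar's exact test, adjusted p = 1.3e-05 and 0.0090). UUGCUU and GUGCUU passed as well, and these 3 were called at both time points. CUUUGU, UGUUGU and GUGUGU passed at day 0 and not at day 5, and AGAGAA, CUGGAA and GAAAGA were the less frequent ones. A difference between the time points was not tested. A call needed an adjusted p under 0.05 (Benjamini-Hochberg over the hexamers) and an odds ratio of at least 2 in both replicates. A 3' UTR with several peaks entered with several window pairs, which the test treats as independent. Against windows from 3' UTRs with no peak, 26 hexamers were called at day 0 and 34 at day 5, of which 1 at each time point was among those called against the same 3' UTRs, so which hexamers are called depends on the control windows. Of the 27 that were more frequent at day 5 in that comparison, 8 contain GCUU (29.6%).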

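Of the 11 genes that the paper names as PEG10-bound, all had peaks over the 3' UTR in both replicates after 5 days of differentiation. In undifferentiated TSCs 9 already did. Of all genes with an annotated 3' UTR, 20.5% were bound at day 5 and 7.96% at day 0. The paper chose the 11 genes on these same samples, so their counts are not independent evidence of binding. Among the kinases, Mapk1, the MAP kinase ERK2, lies on chromosome 16 of GRCm38 from 16983382 to 17047453. Its 3' UTR peak with the highest −log10 q had a fold enrichment of 4.44 and 12.2 at day 0 and 20.7 and 27.6 at day 5 (replicates 1 and 2). Map2k1, the kinase directly upstream of Mapk1 in that cascade (chromosome 9, 64185770 to 64253631), had 4.39 and 10.1 at day 0 and 7.66 and 14.7 at day 5. Gsk3b, a kinase of the insulin and Wnt pathways (chromosome 16, 38089001 to 38246084), had 7.24 and 9.94 at day 0 and 38.0 and 35.7 at day 5. In replicate 2 at day 5 a single peak ran from 38240566 to 38245713 over nearly the whole 3' UTR. Rock2, a Rho-associated kinase (chromosome 12, 16894895 to 16987823), had 3.29 and 9.88 at day 0 and 24.3 and 21.6 at day 5. Its paralog Rock1 (chromosome 18, 10064401 to 10182045) had a peak of 5.32 in replicate 1 at day 0, no peak in replicate 2, and 17.9 and 34.7 at day 5.

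Among the regulators, Tgfa, the EGF receptor ligand TGFα (chromosome 6, 86195223 to 86275719), had no peak in either replicate at day 0 and 27.0 and 28.8 at day 5. Cbl, an E3 ubiquitin ligase that acts on receptor tyrosine kinases (chromosome 9, 44142976 to 44234049), had 4 and 3 separate 3' UTR peaks at day 0. At day 5 its strongest by q-value had folds of 14.6 and 15.6. Gab1, an adaptor protein of growth factor receptors (chromosome 8, 80764438 to 80880519), had 8.20 and 7.77 at day 0 and 21.2 and 14.5 at day 5. Cmklr1, the chemerin receptor (chromosome 5, 113612354 to 113650426), had 7.14 and 5.33 at day 0 and 22.3 and 13.5 at day 5. In replicate 2 at day 5 the peaks of Map2k1, Cbl and Gab1 had reached 87.7%, 88.1% and 92.3% of the limit of 1 read per position, which holds their folds down. Folds of day 0 and day 5 come from separate controls and depths and were not tested against each other.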

PEG10 was bound to its own mRNA (Fig 7D) and to RNAs encoding kinases (MAPK1, MAP2K1, GSK3β, ROCK1, and ROCK2) and regulators of signaling pathways (CMKLR1, TGFα, CBL, GAB1, and HBEGF). Our RNA-seq dataset revealed that a large number of PEG10-bound transcripts, including *Hbegf* (heparin-binding EGF-like growth factor), showed increased expression in wild-type TSCs after differentiation but did not increase in PEG10-deficient TSCs (Fig 7D and 7E). HBEGF protein was also less abundant in PEG10-deficient TSCs than in WT TSCs after 5 days of differentiation (Fig 6A). *Hbegf* stood out in this list of genes because of its important role in placentation [50]. Therefore, RNA binding by PEG10 appears to promote the expression of genes necessary for differentiation of the placental lineages.

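Compared with all genes that have an annotated 3' UTR, PEG10-bound RNAs were enriched for genes of the actin cytoskeleton, of insulin and MTOR signaling and of MAPK signaling at both time points. In undifferentiated TSCs, 15 of 30 genes of the Rho-kinase and actin cytoskeleton list were bound in both replicates (odds ratio 11.7, adjusted exact p = 1.8e-08). At day 5, 26 of 30 were (odds ratio 25.4, adjusted exact p = 2.1e-13). Counting peaks over the 3' UTR of 1 gene alone, an alternative chosen after the data were seen, left 11 at day 0 (odds ratio 7.51) and 20 at day 5 (odds ratio 9.01), and the single lists at day 5 gave odds ratios of 53.3 (replicate 1) and 13.1 (replicate 2). Ppp1cb, Rac1, a Rho family GTPase (fold enrichment 11.7 and 18.4 in replicates 1 and 2 at day 0), and Myl12b, a myosin light chain (15.7 and 13.2), were among those bound at day 0. Rhoa, Cdc42, Limk1, Flna and Zyx were bound in both replicates at day 5 and not at day 0. Of the 11 members gained in this way, 7 already had a day 0 peak in 1 replicate. Of 35 insulin and MTOR signaling genes, 14 were bound at day 0 (odds ratio 7.77, adjusted exact p = 7.3e-07) and 20 at day 5 (odds ratio 5.20, adjusted exact p = 8.3e-06, and odds ratio 9.73 in replicate 2 alone). They included Insr, the insulin receptor (14.9 and 8.65 at day 0), Foxo3, Eif4e and Rragd, a Rag GTPase (38.4 and 50.0 at day 5). Of 38 MAPK signaling genes, 10 were bound at day 0 (odds ratio 4.15, adjusted exact p = 0.0016) and 22 at day 5 (odds ratio 5.37, adjusted exact p = 2.5e-06). Kras, Braf and Mapk3 were among those bound at day 5 and not at day 0. Of the 13 MAPK genes gained, 7 already had a day 0 peak in 1 replicate. Of 31 ErbB signaling genes, 8 were bound at day 0 (odds ratio 4.04, adjusted exact p = 0.0054) and 13 at day 5 (odds ratio 2.81, adjusted exact p = 0.012, and odds ratio 4.91 in replicate 2 alone). Grb2 and Crkl, adaptors downstream of the receptors, and Sos1, an exchange factor for Ras, were bound at both time points (Crkl 13.9 and 10.5 at day 0).

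Markers of trophoblast cell types were tested as 4 lists, which were not compared with one another. Of 16 trophoblast stem cell markers, 7 were bound at day 0 (odds ratio 9.03, adjusted exact p = 3.8e-04) and 8 at day 5 (odds ratio 3.89, adjusted exact p = 0.014). Replicate 2 alone gave an odds ratio of 5.85 at day 0, and at day 5 one of 2.01 that did not pass (adjusted exact p = 0.30), where replicate 1 alone gave 8.35. They included Fgfr2, a receptor for Fgf4 (7.53 and 18.7 at day 0), Tfap2c (8.76 and 6.47) and, at day 0 and not at day 5, Cdx2. Of 22 syncytiotrophoblast and labyrinth markers, 3 were bound at day 0 (odds ratio 1.83, adjusted exact p = 0.45, and odds ratio 2.78 in replicate 1 alone), namely the transferrin receptor Tfrc and the transporters Slc16a1 and Slc2a1. At day 5, 13 were (odds ratio 5.63, adjusted exact p = 2.2e-04). Among the 10 that joined were Syna, the fusogenic envelope protein of the syncytium (21.0 and 6.42), Dlx3, Epha4 (25.4 and 44.9) and Hsd11b2. A day 0 peak in 1 replicate was already present for 3 of these 10. Of 14 spongiotrophoblast and glycogen cell markers, 1 (Ascl2) was bound at day 0 and 2 (Gjb3 and Pcdh12) at day 5. Of 17 trophoblast giant cell markers none was at day 0 and 2 (Bhlhe40 and Cited2) were at day 5. Neither of these lists passed the test, with adjusted exact p from 0.57 to 1 at day 0 and of 0.86 and 0.73 at day 5. Of 35 imprinted genes, 16 were bound at day 0 (odds ratio 9.82, adjusted exact p = 1.8e-08, and odds ratio 6.35 in replicate 2 alone) and 17 at day 5 (odds ratio 3.68, adjusted exact p = 4.3e-04). They included Grb10, Sfmbt2 (7.15 and 10.7 at day 0), Igf2r and Mest (18.6 and 39.1 at day 5).

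**Figure D1:**
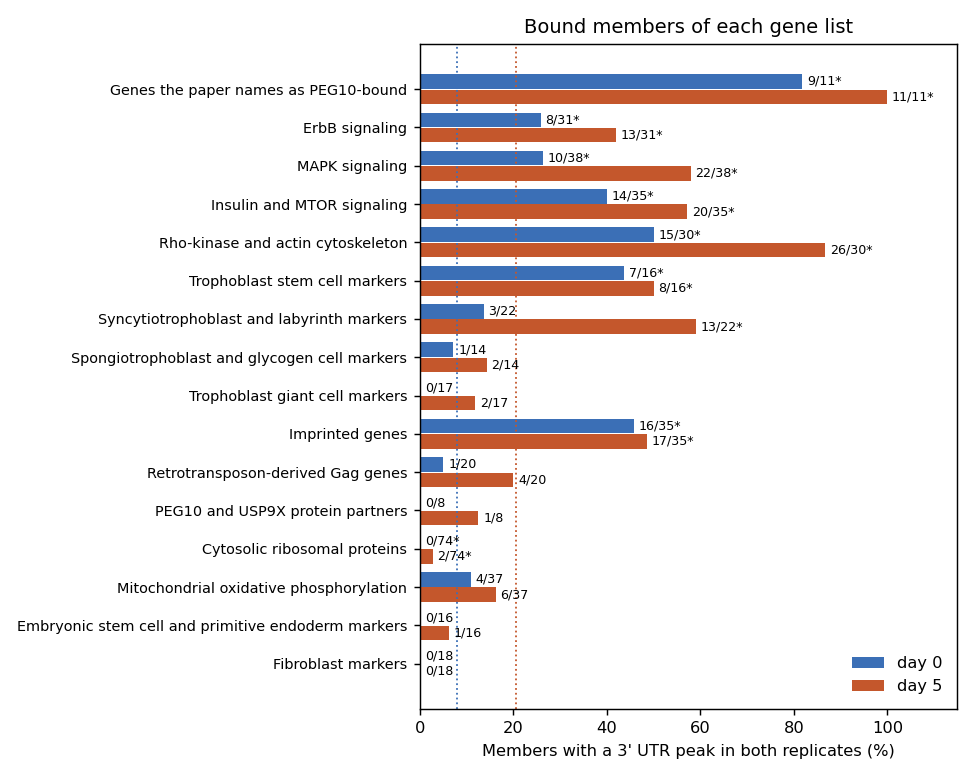
Members of each gene list with a PEG10 peak over the 3' UTR in both replicates, in percent of the members with an annotated 3' UTR (x axis), at day 0 (blue) and day 5 (orange). Labels give bound over all members, an asterisk an adjusted p under 0.05 (Fisher's exact test, two-sided), and dotted lines the share of all genes, so the Rho-kinase and actin cytoskeleton bars of 15/30 and 26/30 lie far above them.

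Each list was compared with the other genes that have an annotated 3' UTR by a two-sided Fisher's exact test, adjusted over the 16 lists of a time point. Bound genes have longer 3' UTRs than others, and with 3' UTR length in a logistic regression (n = 21028 genes, likelihood-ratio test) the ErbB list no longer passed (odds ratio 2.26, adjusted p = 0.14 at day 0, and odds ratio 1.47, adjusted p = 0.42 at day 5), nor did the stem cell markers at day 5 (odds ratio 3.23, adjusted p = 0.057). Against the genes bound in any list, a rough stand-in for transcribed genes, 4 lists passed at day 0 and 2 at day 5, the Rho-kinase list at both (adjusted exact p = 0.0024 and 0.0022) and the insulin and MTOR list (0.017) and the imprinted genes (6.0e-06) at day 0. That background is made of the calls themselves, and of its 7253 genes 7092 had a day 5 peak in at least 1 replicate. At day 5 the test thus asks mostly whether members were called in both replicates more often than other genes with a peak. A list that did not pass there may still be enriched among transcribed genes. Against that background the MAPK list did not pass at day 0 (odds ratio 1.67, adjusted exact p = 0.52) or day 5 (odds ratio 1.89, adjusted exact p = 0.44), nor did the insulin and MTOR list at day 5 (odds ratio 1.37, adjusted exact p = 0.74). The syncytiotrophoblast list (odds ratio 2.23, adjusted exact p = 0.49) and the imprinted genes (odds ratio 2.92, adjusted exact p = 0.25) did not pass at day 5 either. The stem cell markers did not pass at day 0 (odds ratio 3.90, adjusted exact p = 0.0502), and at day 5 their odds ratio was 1.10. The other list that passed at both time points against that background was that of the genes that the paper names as bound, of which it chose the members on these samples, so they are not independent evidence. Some are also members of other lists: Hbegf, Tgfa, Cbl and Gab1 (ErbB), Mapk1 and Map2k1 (MAPK), Gsk3b (insulin and MTOR), Rock1 and Rock2 (Rho-kinase), and Peg10 and Gab1 (imprinted). The calls of those lists rest in part on these genes, and the tests were not repeated without them. The paper sets the bound transcripts beside its RNA-seq, in which many of them, including Hbegf, rose during differentiation of wild-type TSCs and not of PEG10-deficient TSCs, and from this it proposes that RNA binding by PEG10 promotes expression of genes needed for differentiation of the placental lineages. Peaks are wild-type over PEG10-deficient, so a transcript more abundant in wild-type cells can raise a peak apart from binding by PEG10. For the day 5 syncytiotrophoblast markers, Hbegf and the genes newly bound at day 5 this was not tested.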

**Fig 7:**
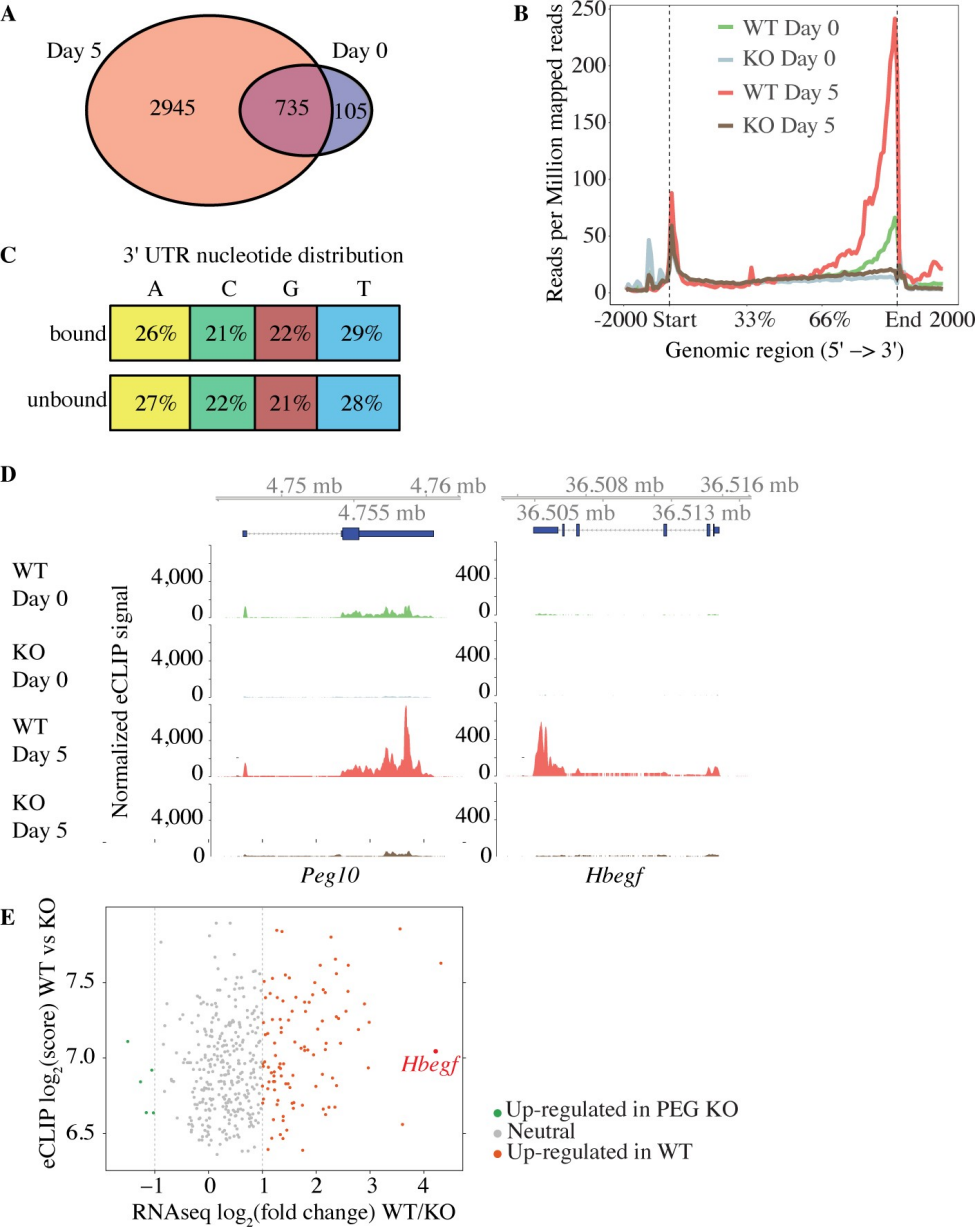
PEG10 binds to RNA. (A) Venn diagram showing RNA transcripts bound to PEG10 after 0 and 5 days of differentiation under normoxic conditions. (B) Graph indicates the distribution of 5'-end eCLIP reads after immunoprecipitating PEG10 from wild-type (WT) and PEG10-deficient (KO) TSCs. Reads are normalized to sequencing depth. (C) Diagram indicates the percentage distribution of nucleotides in PEG10-bound and unbound 3' UTRs. (D) eCLIP-seq data from WT and PEG10 KO TSCs. Blue boxes at the top indicate the location of the genes. (E) Scatter plot comparing RNA-seq and eCLIP peak scores from WT and PEG10 KO TSCs. Genes are shaded red if they are up-regulated in WT TSCs by RNA-seq (log2 fold change >1 and p-value <0.05), grey if they are unchanged (log2 fold change <1 or >-1), and green if they are down-regulated in WT TSCs (log2 fold change <-1 and p-value <0.05). Results are representative of 2 independent experiments.

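Most genes bound in undifferentiated TSCs were bound again after differentiation. Both time points shared 1483 genes, 88.5% of those bound at day 0, and a further 2823 genes were bound at day 5 alone and 192 at day 0 alone. Independent lists of these sizes would share 343 genes (odds ratio 45.3, one-sided Fisher's exact test, log10 of p = −880). Within the 7253 genes with a peak in at least one list, 994 shared genes would be expected (odds ratio 7.54, exact p = 6.9e-192). Of the genes bound at day 5, 1724 were in no day 0 list of either replicate, and of those bound at day 0, 25 were in no day 5 list.

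The strongest of the day 5 genes that were in no day 0 list was Iqck, by the peak shared with Gprc5b. Gprc5b had day 0 peaks in both replicates (fold 7.17 and 6.60), inside the span of that day 5 peak and past the end of Iqck. The region was thus already bound at day 0, and only the wider day 5 peak reaches Iqck. Iqck was followed by Zer1, a substrate receptor of a cullin ubiquitin ligase (fold enrichment 31.5 and 25.4 in replicates 1 and 2), Pdpr, a regulator of pyruvate dehydrogenase phosphatase (41.7 and 26.5), and Pdlim5, a LIM domain protein bound to the cytoskeleton (30.8 and 36.6). Next came Spg21 (21.3 and 25.8) and Klhl10 (31.3 and 19.4). Abi3 and Phospho1 followed with a peak that covers the 3' UTRs of both (29.1 and 49.5). Klhl10 ends at 100457022 on chromosome 11. A day 0 peak in both replicates (100457062 to 100457582 in replicate 1, fold 17.2 and 5.64) lies just past that end, outside its annotated 3' UTR. In the other direction, Kif21b, a kinesin (8.58 and 10.6), Trim28, a corepressor that silences retrotransposons (4.19 and 4.44), Bst2, the antiviral protein tetherin (7.63 and 10.4), Gpc4, a glypican (5.53 and 11.3), and Lzts2 (3.42 and 3.25) were bound at day 0 and in no day 5 list. In the genes bound at both time points, the log2 fold enrichment was higher at day 5 by a median of 0.79 in replicate 1 and 0.75 in replicate 2, which describes the lists only, because each has its own control and depth. With the day 5 lists reduced to as many peaks as the day 0 lists, 1107 genes were shared, 568 were bound at day 0 alone and 1190 at day 5 alone. With single lists the day 0 genes not shared numbered 101 (replicate 2) and 381 (replicate 1).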

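PEG10 peaks lay mostly in 3' UTRs and toward the end of the transcript. At day 0, 86.8% of the peak summits of replicate 1 and 90.3% of those of replicate 2 fell in an annotated 3' UTR (mean 88.5% ± 2.50, SD, n = 2). At day 5 the shares were 74.8% and 76.7% (mean 75.8% ± 1.33, SD, n = 2). Introns held 4.62% and 2.32% of the summits at day 0 and 9.86% and 9.54% at day 5, and coding exons held 3.82% and 4.40% at day 0 and 8.34% and 6.37% at day 5. The 5' UTRs held 0.557% and 0.734% at day 0 and 1.92% and 1.28% at day 5.

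Both day 0 lists had a larger share in 3' UTRs than both day 5 lists, by more than the spread between replicates. Along the longest coding transcript of each gene, 95.4% and 94.6% of the summits at day 0 and 88.2% and 90.9% at day 5 were in the 3' UTR, where the lengths of the parts alone would give 53.2%, 50.4%, 52.8% and 50.2%. The 10% of the transcript nearest its 3' end held 23.9% and 32.2% of the summits at day 0 and 21.2% and 30.3% at day 5, and the 10% nearest its 5' end held 0.520% and 0.734% at day 0 and 2.62% and 1.99% at day 5. Within the 3' UTR itself, the median summit lay near the middle. Its distance from the 3' end was 51.5% and 44.0% of the 3' UTR at day 0 and 51.4% and 45.8% at day 5. The lists hold peaks of wild-type over PEG10-deficient and no reads, so the profile of the PEG10-deficient libraries themselves was not analysed here.

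**Figure D2:**
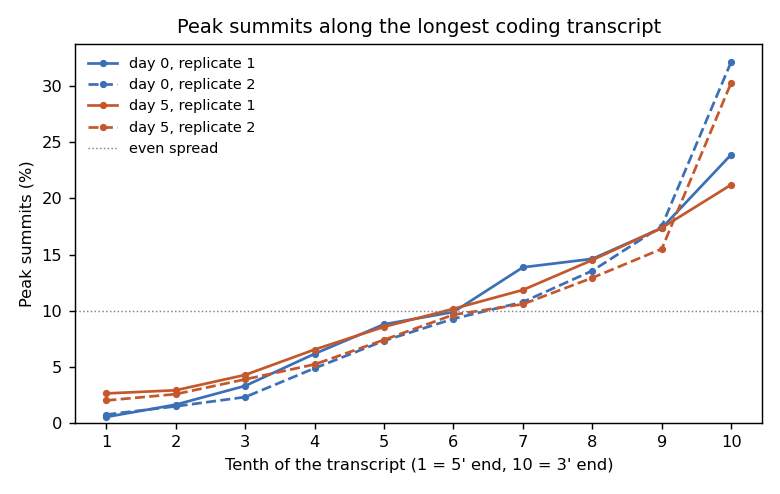
Peak summits in 10 equal parts of the longest coding transcript of their gene, from the 5' end (1) to the 3' end (10) on the x axis, in percent of the summits on these transcripts (y axis), for day 0 (blue) and day 5 (orange), replicate 1 (solid) and replicate 2 (dashed). The dotted line is an even spread, and all 4 lists climb to their highest value, 21.2% to 32.2%, at the 3' end.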

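PEG10-bound and unbound 3' UTRs had similar base composition. The 3' UTRs of the 4498 genes bound at day 0 or day 5 consisted of 26.0% A, 21.6% C, 22.2% G and 30.1% T. Those of the 13775 genes with no peak in any list consisted of 28.3% A, 21.1% C, 20.9% G and 29.6% T. The largest difference was in A, which was lower in the bound 3' UTRs. The bound sets of the 2 time points were close to each other, with 43.9% G and C together at day 5 and 42.8% at day 0. What set the bound 3' UTRs apart was length, with a median of 1790 nt against 654 nt for the unbound ones. The percentages pool all bases of the longest coding transcript's 3' UTR of each gene, so long 3' UTRs weigh more, and a long 3' UTR offers more room for a peak.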

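PEG10 peaks covered the 3' end of its own mRNA and the 3' UTR of Hbegf, which encodes the heparin-binding EGF-like growth factor. Peg10 lies on chromosome 6 of GRCm38 from 4747306 to 4760517 on the plus strand. Its annotated 3' UTR, taken from its longest coding transcript, runs from 4755352 to 4760517. In another annotated transcript, coding sequence reaches the stretch from 4757217 to 4757235. Part of this 3' UTR is thus coding in that transcript, and a peak there need not lie in a 3' UTR. At day 0 a single peak ran from 4754150 to 4760486 in replicate 1 (fold enrichment 9.88, −log10 q of 174) and from 4754166 to 4760614 in replicate 2 (fold 12.0, −log10 q of 83.0), over coding sequence and the 3' UTR. At day 5 replicate 1 had a peak from 4754141 to 4760587 (fold 9.70), and replicate 2 had weaker peaks from 4754277 to 4757088 (fold 1.51) and from 4759072 to 4760603 (fold 3.45). A second peak near the 5' end (4747427 to 4747810 in replicate 1, fold 11.1, and 4747451 to 4747806 in replicate 2, fold 8.87) was present in both day 0 lists, with its summit in an intron, and in neither day 5 list.

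The PEG10-deficient cells lack part of this gene. The sgRNA sequences written in the methods, CTCTCACCGCAGCCATGGC and GCATCATCCTGCAGTGCTG, match the plus strand of Peg10 at 4754207 to 4754225 and at 4757217 to 4757235. An NGG follows only their reverse complements. Cuts at the usual place next to that NGG would remove 4754210 to 4757219, which is 3010 bp, and leave 3298 bp of the annotated 3' UTR. At Peg10, then, wild-type over PEG10-deficient counts the missing transcript as well as binding by PEG10. In its peaks over the 3' UTR the wild-type pileup had nearly reached the limit of 1 read per position (89.8% to 100% of it). The day 0 peaks near the 5' end stood at 45.3% and 55.4% of that limit.

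Hbegf lies on chromosome 18 from 36504927 to 36515805 on the minus strand, with its 3' UTR from 36504927 to 36506652. At day 0 its 3' UTR had peaks of fold 7.72 and 5.27 in replicate 1 and 1 of fold 4.97 in replicate 2. At day 5 1 peak spanned the whole 3' UTR in each replicate, from 36504769 to 36506675 (fold 28.7, −log10 q of 150) and from 36504681 to 36506655 (fold 16.8, −log10 q of 113). Further peaks at day 5 lay in an intron (fold 6.42 and 6.58) and over coding sequence near the 5' end (fold 7.77 and 4.53).

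**Figure D3:**
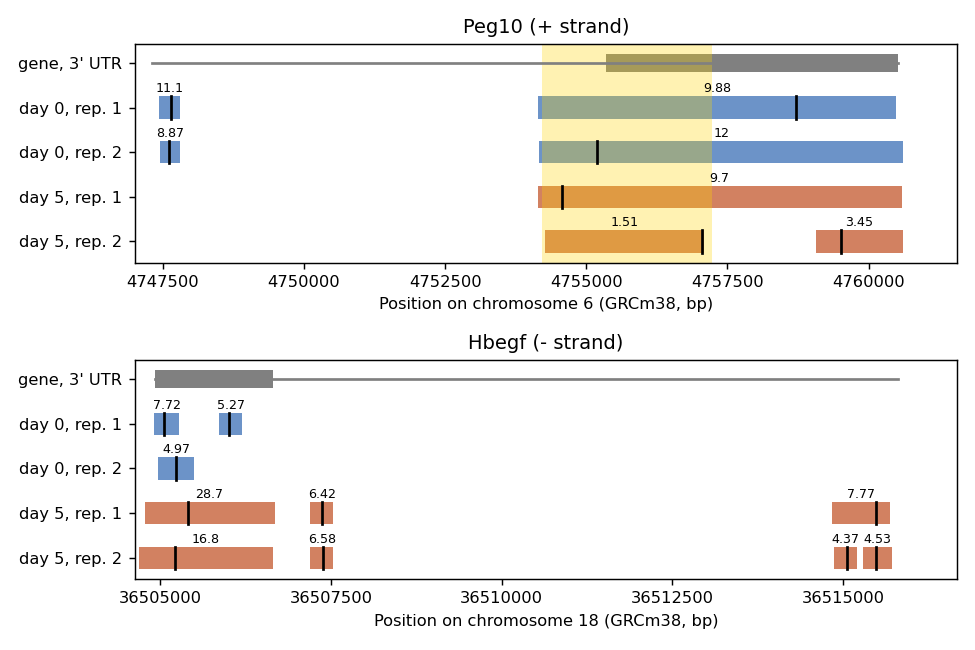
PEG10 peaks along Peg10 (top) and Hbegf (bottom), with the position in bp on the x axis and 1 line per list. Bars are peaks, numbers above them their fold enrichment and black ticks their summits. Grey marks the gene (line) and its 3' UTR (block), and yellow the 3010 bp between the computed cut sites in PEG10-deficient cells. On Peg10 replicate 2 at day 5 has a peak of 1.51 within the yellow part and another of 3.45 outside it. In each of the other 3 lists a single long peak spans the whole yellow part. On Hbegf the widest peaks are those at day 5.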

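Hbegf was among the higher scoring of the PEG10-bound genes after 5 days of differentiation. The mean over both replicates of the −log10 q of its best 3' UTR peak was 132, or 7.04 on the log2 scale. This placed Hbegf at rank 171 of the genes bound at day 5, with 96.0% of them below it. In replicate 2 its peak had reached 95.2% of the limit of 1 read per position, so score and rank rest on a value that the limit holds down, as it does for other strong peaks of that list. The median gene of that set scored 39.8 (5.31 on the log2 scale), the middle 50% lay between 23.2 and 66.5, and the highest gene reached 7.89 on the log2 scale. The paper's text does not define its eCLIP peak score, so the −log10 q of the authors' peak caller was used, and RNA-seq values were not analysed here.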

In summary, despite its domestication, *Peg10* maintains several hallmarks of retroviral and retrotransposon Gag proteins. The Gag domain of PEG10 supports the budding of virus-like particles, which are released from the cell and can be recovered from exosome preparations. ARC (activity regulated cytoskeletal-associated protein) is another retroviral-like Gag protein that drives the budding of extracellular vesicles [51, 52]. ARC, like PEG10, binds to its own mRNA. The release and uptake of *Arc*-containing VLPs by neurons is considered a mechanism of intercellular communication [51, 52]. Additional work is needed to determine if PEG10 fulfils a similar function.

How the deposited data were processed for this re-analysis (not part of the article)

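PEG10 was immunoprecipitated from UV-crosslinked wild-type and PEG10-deficient mouse TSCs at day 0 and after 5 days of differentiation in 20% oxygen, with 2 replicates of each genotype and day, and the recovered RNA was sequenced (eCLIP-seq, 8 libraries). Sample conditions came from the submitters' labels and the paper. Per the paper's methods, the authors trimmed barcodes and adapters, aligned the reads to GRCm38 (mm10) with STAR, whose version is not given in the sources used here, removed PCR duplicates and reads in repetitive elements, and called peaks with MACS2. The file headers give MACS 2.1.0.20150420, a q-value limit of 0.05, at most 1 read per position, scaling of the larger library down to the smaller, and control windows of 1000 and 10000 bp. Each of the 4 deposited lists is the authors' comparison of 1 wild-type library with 1 PEG10-deficient library of the same day and replicate, so no replicates were pooled. The 2% input that the methods mention was not used here.

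The fold enrichment of a peak is the ratio that the authors' peak caller gave for the wild-type level at the summit over the level expected from the PEG10-deficient library, each raised by 1. The −log10 p and −log10 q values were made by the authors' peak caller from a Poisson model at the summit, with q-values adjusted over the genome. The pileup in the deposited lists is the authors' count of wild-type reads, extended to the estimated fragment length of 298 to 310 nt, that cover the summit after scaling. Divided by the scaling factor, it was a whole number (within 0.05) in 100% of the peaks of every list, which checks the unit and the scaling. Because at most 1 read per position is kept, the pileup cannot exceed about the fragment length in reads on 1 strand, and 0.0881% to 6.34% of the peaks of a list lay above 80% of that limit, the most in replicate 2 at day 5. The fold and −log10 q of such peaks are held down by the limit. Reads were extended toward the 3' end, so a summit lies up to a fragment length from the crosslink. The peak lists carry no strand.

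From these lists, peaks were placed on the GENCODE vM21 annotation of GRCm38, and sequences were taken from the GRCm38 genome with pysam 0.24.0 and samtools 1.23.1. A gene was bound at a time point when a peak overlapped its annotated 3' UTR by at least 1 bp in both replicates. The position of a peak is the first of 3' UTR, coding exon, 5' UTR, non-coding exon and intron that its summit falls in. Overlaps of gene sets and 16 gene lists were tested with Fisher's exact test, with Benjamini-Hochberg adjustment over the lists of a time point. The gene lists, the tests, the alternatives and the rule for named genes were set before the data were examined, apart from 5 alternatives added later: windows shifted upstream of the summit for hexamers and for folding, gene lists from peaks over the 3' UTR of 1 gene, and 2 tests of newly bound list members. The tests of GCUU and those of the low fold at Peg10 were also added later. The genes named are those the paper names as bound or as protein partners, the 15 genes per time point with the highest −log10 q in the weaker replicate, the 8 highest of those bound at day 5 and in no day 0 list, and the 5 highest of those bound at day 0 and in no day 5 list. Members of the gene lists given as examples were chosen after their values were seen.

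Hexamers were compared between windows of 25 bp to each side of the summit and windows of the same 3' UTR outside peaks, by McNemar's exact test in each list. For hexamers and GCUU every such peak gave a pair, so pairs of the same 3' UTR were treated as independent. Folding used at most 1 peak per gene. Minimum free energies of 100 nt windows came from ViennaRNA 2.7.2, with control windows within 5 percentage points of G and C content and a sign-flip permutation test of 100000 resamples. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, statsmodels 0.14.6 and intervaltree 3.1.0 did the computing, and random draws used seed 11. Tested on simulated data, 2000 of 2000 genes were recovered from peaks placed on their 3' UTRs. Of 200 simulated lists of 30 genes with 55% bound against 20% of all genes, 191 were called, with 2 false calls. Of 10 simulated hexamers present in 1% more peak windows than control windows 2 were called, and of those in 2% and 3% more 10 of 10 each. The simulated lists held more window pairs than the day 0 lists (1943 and 1813), so these shares do not hold for day 0. The sign-flip test found 18 of 20 simulated differences of −1 kcal/mol, with 1 false call.

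The depth per library sets which peaks can be called. A comparison is limited by its smaller library, which held between 1711124 reads (day 0, replicate 2) and 3521794 reads (day 5, replicate 1) after filtering, so a gene without a peak may be bound below detection or not transcribed. Intervals of shares of peaks are exact binomial 95% intervals and cover counting error only. The alternatives tried were other replicate rules, stricter q-value and fold limits, other parts of the gene, other overlaps, other windows (50 bp to each side for hexamers, 50 nt for folding) and control windows, other backgrounds, 3' UTR length, and leaving out each replicate. RNA-seq and proteomic results of the paper were not analysed here.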

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

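The tests of list members that became bound during differentiation and the tests at Peg10 were chosen only after the result was seen.

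PEG10 peaks were also found in both replicates outside exons of protein-coding genes, which the paper does not discuss, and each is above the PEG10-deficient library of its own day. The 3 strongest at each time point are given, by the lower of the replicates' −log10 q. At day 0 they were a peak in an intron of Dnajc14 (chromosome 10, 128808412 to 128809249 in replicate 1, fold 24.0 and 13.4, −log10 q of at least 39.9), a peak in the lincRNA Lncenc1 (chromosome 13, 97495025 to 97496285, fold 21.8 and 17.9, at least 35.7) and a peak in the lincRNA 1700020I14Rik (chromosome 2, 119601579 to 119603219, fold 11.3 and 14.4, at least 26.9). At day 5 they were a peak in the lincRNA Gm26617 (chromosome X, 94794248 to 94795357, fold 70.8 and 53.3, at least 165), a peak in 1700020I14Rik (28.8 and 25.5, at least 123) and a peak in an intron of Pcbp2 (chromosome 15, 102493735 to 102494549, fold 24.4 and 19.3, at least 94.6). Gm26617 had a peak at day 0 too (20.1 and 6.38). In all, such shared peaks numbered 19 between genes, 7 in exons of non-coding genes and 10 in introns at day 0, and 87, 76 and 125 at day 5. The peaks have no strand, so a summit in an intron need not come from the gene named.

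Some groups of genes passed from fewer than 2 day 0 lists with a peak to peaks in both day 5 lists more often than others. Of the 19368 genes not bound in both replicates at day 0, 14.6% were bound at day 5. Among genes of the Rho-kinase and actin cytoskeleton list the share was 73.3% (11 of 15, odds ratio 16.2, Fisher's exact test, p = 7.7e-06 adjusted over the 16 lists). It was 52.6% among syncytiotrophoblast and labyrinth markers (10 of 19, odds ratio 6.53, adjusted exact p = 5.9e-04), 46.4% among MAPK signaling genes (13 of 28, odds ratio 5.10, adjusted exact p = 4.5e-04) and 42.9% among insulin and MTOR signaling genes (9 of 21, odds ratio 4.41, adjusted exact p = 0.0052). Cytosolic ribosomal protein genes went the other way, with 2.70% (2 of 74, odds ratio 0.162, adjusted exact p = 0.0052). The 11 other lists did not pass. Many of these genes already had a day 0 peak in 1 replicate: 7 of the 11 Rho-kinase genes, 3 of the 10 syncytiotrophoblast markers, 7 of the 13 MAPK genes, 5 of the 9 insulin and MTOR genes and both ribosomal genes. Among the 17739 genes with no day 0 peak in either replicate, 9.72% were bound at day 5. There the Rho-kinase list (4 of 7, odds ratio 12.4, adjusted exact p = 0.013), the syncytiotrophoblast list (7 of 15, odds ratio 8.16, adjusted exact p = 0.0041), the MAPK list (6 of 19, odds ratio 4.30, adjusted exact p = 0.030) and the ribosomal list (0 of 72, adjusted exact p = 0.0084) passed, and the insulin and MTOR list did not (4 of 16, odds ratio 3.10, adjusted exact p = 0.17). 3' UTR length and transcript levels were not taken into account in these tests.

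More genes were bound at day 5 than at day 0, and depth was weighed as the cause. With the wild-type and PEG10-deficient levels at every day 5 summit scaled to the depth of the day 0 comparison of the same replicate (0.878 and 0.532 of their values) and the day 0 threshold applied, 4376 and 6905 genes were left, 1.75 and 2.79 times the day 0 genes, where the unscaled lists gave 1.76 and 2.83 times. In both replicates together 4273 genes were left, 2.55 times the day 0 genes, which argues against depth as the whole cause. The scaling acts on the listed summits and does not thin reads, although p-values recomputed this way before scaling lay within 2% of the listed ones for 99.9% and 98.7% of the peaks. Higher levels of the transcripts at day 5 or of PEG10 itself remain open and untested here, since the lists hold neither, and the paper reports from western blots that PEG10 rose in differentiating TSCs at this oxygen level.

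At Peg10, the fold enrichment in replicate 2 at day 5 was far below that of the other 3 lists. The limit of 1 read per position cannot be told apart as a cause, since the only other list scaled down alike (0.447 against 0.453), replicate 2 at day 0 with a fold of 12.0, stood at 89.8% of that limit and not at it. Transcript left outside the deleted part cannot be told apart from it, since the PEG10-deficient level of 92.4 reads at the peak between the cut sites is taken from windows of up to 10000 bp, longer than the deletion, and the summit lies 173 bp from a cut. This test was first worded so that a fold between the cut sites no higher than that outside them would have argued against such transcript, and the wording was changed after the values were seen because of these windows. Wild-type material in the PEG10-deficient library is limited to 1.40% by the highest fold of the list, but it cannot be told apart either without the wild-type level free of the 1-read limit, and no biological explanation was tested.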

How the results depend on the processing

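The shifted windows and the gene lists from peaks over the 3' UTR of 1 gene were chosen only after the result was seen. No paired analysis was possible because wild-type and PEG10-deficient libraries are already compared within each list, and day 0 and day 5 replicates of the same number are not stated to be matched. Where lists of the same number are set side by side, as for log2 differences and depth, the numbers serve as labels.

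Of 95 main results under alternatives, 65 kept their direction and stayed within 1.5 times the count, within the spread between replicates or on their side of the threshold. Of the others 27 moved, 3 passed a threshold they had missed and 0 reversed. With a peak in either replicate, 3304 genes were bound at day 0, 7092 at day 5 and 3143 at both. With single lists the ranges were 2475 to 2504 genes at day 0, 4396 to 7002 at day 5, 2123 to 2374 at both, 101 to 381 at day 0 alone and 2273 to 4628 at day 5 alone. Day 5 lists reduced to the size of the day 0 lists left 568 genes at day 0 alone and 1190 at day 5 alone, as fewer day 5 peaks must. An overlap of 50% of each peak lowered the share of replicate 1 peaks found again to 34.3% at day 0 and 51.2% at day 5, and a −log10 q of at least 5 gave 49.7% and 88.4%. Summits in 3' UTRs ranged from 86.8% to 90.3% at day 0 and from 74.8% to 77.5% at day 5, the highest at day 5 with a fold of at least 4. In genes bound in all 4 lists, the log2 difference between time points was 1.95 with −log10 q in place of fold and 0.75 to 0.79 with single replicates.

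Gene lists past the threshold numbered 8 with either single replicate at day 0 and 8 to 10 at day 5, 6 at each time point with 3' UTR length, and 4 at day 0 and 2 at day 5 against genes bound in any list. That last background holds fewer genes, of which more are bound. Of 185 single-list values, 154 stayed on their side of the threshold in the same direction, 16 lost the threshold, 1 gained it (fibroblast markers at day 5 with replicate 1 alone) and 14 crossed an odds ratio of 1. Of these 14, only ErbB signaling at day 5 had passed the test before, and its odds ratio was 0.808 (adjusted exact p = 0.90) against genes bound in any list. The other 13 passed on neither side. Against genes bound in any list they were syncytiotrophoblast markers (0.713) and Gag genes (1.11) at day 0. With a peak in either replicate they were giant cell markers at day 0 (1.15), and spongiotrophoblast markers (1.09) and protein partners (1.97) at day 5. With 3' UTR length they were spongiotrophoblast markers at day 0 (1.17) and oxidative phosphorylation at day 5 (2.32), and with peaks over the 3' UTR of 1 gene Gag genes at day 5 (1.12). With single replicates, spongiotrophoblast markers ranged from 0.577 to 1.23 at day 0 and from 0.631 to 1.11 at day 5, protein partners from 0 to 1.06 and from 0.541 to 2.01, and oxidative phosphorylation from 0.909 to 1.43 at day 0. Odds ratios that are infinite, where all members of a list are bound, gave no value.

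Hexamers called at day 0 numbered 26 with control windows of unbound 3' UTRs, 5 with a −log10 q of at least 5 and 5 with shifted windows, and 12 were called at day 5 with windows of 50 bp to each side. The excess of U kept its sign, at 1.92 points (day 0) and 1.03 (day 5) against unbound 3' UTRs, and at day 5 at 2.43 with the wider windows, 2.90 with a −log10 q of at least 5 and 2.24 with shifted windows. The minimum free energy difference at day 0, as the mean of the replicates' medians, was 0.95 kcal/mol without matching on G and C and 0.68 with shifted windows. The replicates' own permutation tests gave p = 0.00029 and 0.0381, and p = 0.00781 and 0.018. At day 5 without matching it was 0.65, with 0.30 in replicate 1 (permutation p = 0.266) and 1.00 in replicate 2 (p = 1e-05, the smallest the permutations can give). With single replicates it was 0.40 to 1.00 at day 0 (permutation p = 0.128 and 0.00138) and 0.20 to 0.30 at day 5. Where no reason is given above, the cause was not tested. Depth limits how weak a peak can be called, and that limit was not compared between lists.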

Differences from the paper's values

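None of the alternatives that bring a value within 1.5 times the paper's was chosen only after the result was seen. The paper states neither how replicates were combined nor a threshold beyond the peak caller, so the counts may rest on other thresholds than a q-value of 0.05 and a 3' UTR peak in both replicates.

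At day 0 the paper counts 840 bound genes, and 1675 were found here. Of the alternatives set before the data were examined, a fold enrichment of at least 4 came within 1.5 times the paper's count (1257). These did not: a −log10 q of at least 5 (1342), peaks over the 3' UTR of 1 gene (1515), overlapping peaks (1571), summits in the 3' UTR (1601), a peak in any exon (1748), a peak anywhere in the gene (1873), without replicate 1 (2475), without replicate 2 (2504) and a peak in either replicate (3304).

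The paper shows about 110 genes bound at day 0 alone in Fig. 7A, read by eye, against 192 here. A peak in either replicate (161), a −log10 q of at least 5 (148) and the lists without replicate 1 (101) came within 1.5 times that number. The lists without replicate 2 (381), a fold of at least 4 (199) and day 5 lists reduced to the size of the day 0 lists (568) did not. For genes bound at both time points the paper shows about 740 in Fig. 7A, read by eye, against 1483 here. A fold of at least 4 (1058) and the reduced day 5 lists (1107) came within 1.5 times it, and a −log10 q of at least 5 (1194), the lists without replicate 2 (2123), without replicate 1 (2374) and a peak in either replicate (3143) did not.

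The paper reports no sequence motif common to the bound 3' UTRs. A different question was asked here, with windows around peak summits set against other windows of the same 3' UTRs. Hexamers with GCUU were more frequent at the summits in both replicates of each time point, although each was present in at most 7.91% of the peak windows of a list. Such an excess does not contradict the paper's statement.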

Other observations

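The tests of GCUU against other orders of its bases and against unbound 3' UTRs and the shifted windows for folding were chosen only after the result was seen.

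Gene groups outside the paper's claims were also tested. Of 74 cytosolic ribosomal protein genes, 0 were bound at day 0 (adjusted exact p = 0.0081) and 2 at day 5 (odds ratio 0.108, adjusted exact p = 5.1e-05), namely Rpl15 (fold 16.4 and 19.1 in replicates 1 and 2) and Rpl22 (10.7 and 19.6). Their 3' UTRs are short, and with 3' UTR length in the model (n = 21028 genes) the adjusted p was 0.30 at day 0 and 0.075 at day 5. Of 37 nuclear genes of oxidative phosphorylation, 4 were bound at day 0 (odds ratio 1.40, adjusted exact p = 0.71) and 6 at day 5 (odds ratio 0.752, adjusted exact p = 0.84). Of 16 embryonic stem cell and primitive endoderm markers, 0 were bound at day 0 (adjusted exact p = 0.78) and 1 at day 5 (Pdgfra, odds ratio 0.259, adjusted exact p = 0.32, and odds ratio 0.463 in replicate 2 alone). Of 18 fibroblast markers none was bound at either time point (adjusted exact p = 0.57 and 0.056), and with replicate 1 alone the list passed at day 5 (adjusted exact p = 0.033).

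In a list of 20 genes derived from retroelements, mostly from Gag, Peg10 was bound at day 0, and Peg10, Rtl6, Rtl10 and Syna, which encodes an envelope protein, at day 5 (odds ratio 0.608 and 0.972, adjusted exact p = 1 at both, and odds ratio 0.395 and 0.501 in replicate 2 alone). Of 8 genes whose proteins the paper finds with PEG10 or USP9X, 0 were bound at day 0 and 1 at day 5, Atxn10 (fold 5.01 and 5.78, odds ratio 0.555, adjusted exact p = 1 at both time points). The list of 11 genes that the paper names as bound gave an odds ratio of 52.3 at day 0 (adjusted exact p = 3.2e-08, and odds ratio 33.9 in replicate 2 alone) and an adjusted exact p of 2.1e-07 at day 5. Its members were chosen by the paper on these same samples, so these values are not independent evidence. Peaks between genes and within 10 kb of a coding gene lay past the 3' end of the nearest gene in 64 of 70 and 43 of 44 cases at day 0 (91.4% and 97.7%) and in 117 of 127 and 240 of 253 at day 5 (92.1% and 94.9%). Genes named here as members of a list were chosen after their values were seen.

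GCUU was present in 28.8% and 25.8% of the peak windows at day 0 against 17.3% and 15.9% of the control windows (odds ratio 1.97, 95% interval 1.67 to 2.31, and 1.83, 1.54 to 2.17), and in 36.5% and 28.5% against 16.6% and 15.4% at day 5 (2.98, 2.66 to 3.36, and 2.23, 2.04 to 2.44). Against the same 3' UTRs, GCUU had a higher odds ratio than all 11 other orders of its bases in 4 of 4 lists. The next stood at 1.95, 1.69, 2.38 and 1.77, and at day 0 those lie within its interval. GCUU was picked from hexamers called in these same windows, so its first place follows in part from that choice. This rank therefore does not decide on base composition as the cause. The next orders, UGCU and UUGC, overlap GCUU in sequence, and the median of the 11 other orders was 1.12 to 1.26, below the interval of GCUU in each list. Against windows at the same distance from the 3' end in unbound 3' UTRs, the lowest odds ratio of GCUU was 1.56 (interval 1.38 to 1.78). In that list, replicate 2 at day 0, UGCU (1.70) and CUGU (1.62) were above GCUU. Peak windows held 2.04 to 4.11 percentage points more G and C than these control windows. This comparison thus does not separate position in the 3' UTR from base composition. GCUU may be part of what PEG10 recognises, but base composition and position in the 3' UTR remain open. A preference of crosslinking or ligation remains open too, because the lists hold no reads.

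The paper raises RNA secondary structure as a basis of PEG10 binding, and a local form of this was tested. If PEG10 prefers paired RNA near its peaks, peak windows would have lower minimum free energies than control windows of the same 3' UTR with similar G and C content. The median difference was 1.00 and 0.40 kcal/mol at day 0 (998 and 922 genes, permutation p = 0.00138 and 0.128) and 0.30 and 0.20 at day 5 (2014 and 3328 genes, permutation p = 0.148 and 0.225). It was above 0 in 4 of 4 lists, the lowest 0.20. With windows of 50 nt it was −0.20 in replicate 2 at day 5 (permutation p = 0.0853) and 0.10 to 0.30 in the other 3 lists, and with shifted windows it was 0 to 0.70. The test thus gave no lower energies at peaks past the threshold of 0.05 in any list, with these windows or without matching on G and C, and it does not reach longer structures or the crosslink itself.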
